# Polycomb-Mediated Repression and Sonic Hedgehog Signaling Interact to Regulate Merkel Cell Specification during Skin Development

**DOI:** 10.1371/journal.pgen.1006151

**Published:** 2016-07-14

**Authors:** Carolina N. Perdigoto, Katherine L. Dauber, Carmit Bar, Pai-Chi Tsai, Victor J. Valdes, Idan Cohen, Francis J. Santoriello, Dejian Zhao, Deyou Zheng, Ya-Chieh Hsu, Elena Ezhkova

## Abstract

An increasing amount of evidence indicates that developmental programs are tightly regulated by the complex interplay between signaling pathways, as well as transcriptional and epigenetic processes. Here, we have uncovered coordination between transcriptional and morphogen cues to specify Merkel cells, poorly understood skin cells that mediate light touch sensations. In murine dorsal skin, Merkel cells are part of touch domes, which are skin structures consisting of specialized keratinocytes, Merkel cells, and afferent neurons, and are located exclusively around primary hair follicles. We show that the developing primary hair follicle functions as a niche required for Merkel cell specification. We find that intraepidermal Sonic hedgehog (Shh) signaling, initiated by the production of Shh ligand in the developing hair follicles, is required for Merkel cell specification. The importance of Shh for Merkel cell formation is further reinforced by the fact that Shh overexpression in embryonic epidermal progenitors leads to ectopic Merkel cells. Interestingly, Shh signaling is common to primary, secondary, and tertiary hair follicles, raising the possibility that there are restrictive mechanisms that regulate Merkel cell specification exclusively around primary hair follicles. Indeed, we find that loss of Polycomb repressive complex 2 (PRC2) in the epidermis results in the formation of ectopic Merkel cells that are associated with all hair types. We show that PRC2 loss expands the field of epidermal cells competent to differentiate into Merkel cells through the upregulation of key Merkel-differentiation genes, which are known PRC2 targets. Importantly, PRC2-mediated repression of the Merkel cell differentiation program requires inductive Shh signaling to form mature Merkel cells. Our study exemplifies how the interplay between epigenetic and morphogen cues regulates the complex patterning and formation of the mammalian skin structures.

## Author Summary

Merkel cells are innervated touch-receptor cells that are responsible for light touch sensations. They originate from embryonic epidermal stem cells and, in hairy regions of skin, are organized in touch domes. Touch domes are highly patterned structures that form exclusively around primary hair follicles. Strikingly, the mechanisms controlling Merkel cell formation are largely unknown. Here, we show that the hair follicle functions as a niche required for Merkel cell formation. We find that intraepidermal Sonic hedgehog (Shh) signaling, initiated by the production of Shh in the developing hair follicles, is required for Merkel cell specification, whereas Shh overexpression in embryonic epidermal progenitors leads to ectopic Merkel cells. Interestingly, Shh signaling is common to all hair types, suggesting that there are restrictive mechanisms that allow Merkel cell specification to occur exclusively around primary hairs. Indeed, we find that loss of Polycomb repressive complex 2 (PRC2) in the epidermis leads to the formation of ectopic Merkel cells around all hair types. We show that PRC2 loss expands the field of epidermal cells competent to differentiate into Merkel cells through derepression of key Merkel-differentiation genes; however, inductive Shh signaling is still required for the formation of mature Merkel cells. Our study illustrates how the interplay between epigenetic and morphogen cues functions to establish the complex patterning and formation of the mammalian skin.

## Introduction

The skin epithelium is an excellent model system to study mechanisms of stem cell maintenance and differentiation [1]. During skin development, a single layer of embryonic epidermal stem cells gives rise to multiple lineages, including the interfollicular epidermis (IFE), the hair follicles, and the Merkel cells [1,2]. The precise patterning of the skin suggests that there is crosstalk between different skin epithelial lineages. However, the precise mechanisms coordinating the development of skin structures are largely unknown.

Merkel cells are a subtype of mechanoreceptor cells involved in light touch sensations. Merkel cells are often organized in structures called touch domes. Touch domes are composed of Merkel cells and specialized keratinocytes, and are innervated by sensory neurons [2–8]. In humans, Merkel cell touch domes are localized in regions of high tactile acuity, either in glabrous skin or associated with hair follicles [2,9]. Similarly, in mice, Merkel cells are present in the glabrous epidermis of the paws, as well as in touch domes in the dorsal skin and in the outer root sheath of whisker hair follicles [2,9]. Much of our knowledge of the molecular mechanisms controlling Merkel cell development and homeostasis comes from the analysis of murine dorsal skin, where touch domes are organized in polarized, crescent-shaped, highly patterned structures that are located exclusively around primary hair follicles, which correspond to 1–3% of the mouse hair coat [2–8].

Previous studies have shown that the Wnt and Shh signaling pathways are essential for hair follicle development [10–21]. Mice in which Wnt signaling has been abrogated in the skin fail to develop hair follicles [15,16,22]. Wnt-dependent mesenchymal-epithelial signaling events induce hair follicle development, which is initiated by the formation of dense patches of epidermal cells, called hair placodes, and their associated dermal condensates (Fig 1A). Shh ligand is expressed in the hair placodes and Shh signaling is required for hair follicle down-growth, as in Shh KO mice, hair follicles remain arrested at the hair placode stage [11,20,21,23,24]. Other signaling pathways, such as Eda/Edar, FGF, and BMP signaling, also function to regulate hair follicle morphogenesis, acting downstream of Wnt or Shh signaling [25]. The importance of these signaling pathways for Merkel cell specification is largely unknown. There are three types of hair follicles, but only primary hairs contain Merkel cells. It is unknown, however, if the invariant localization of Merkel cells is mediated by primary hair follicle-associated signals controlling the setting up of the Merkel cell lineage and, if so, what those signals are. Furthermore, it is unknown whether the signaling mechanisms controlling Merkel cell formation in hairy skin also regulate Merkel cell development in the glabrous skin.

**Fig 1:**
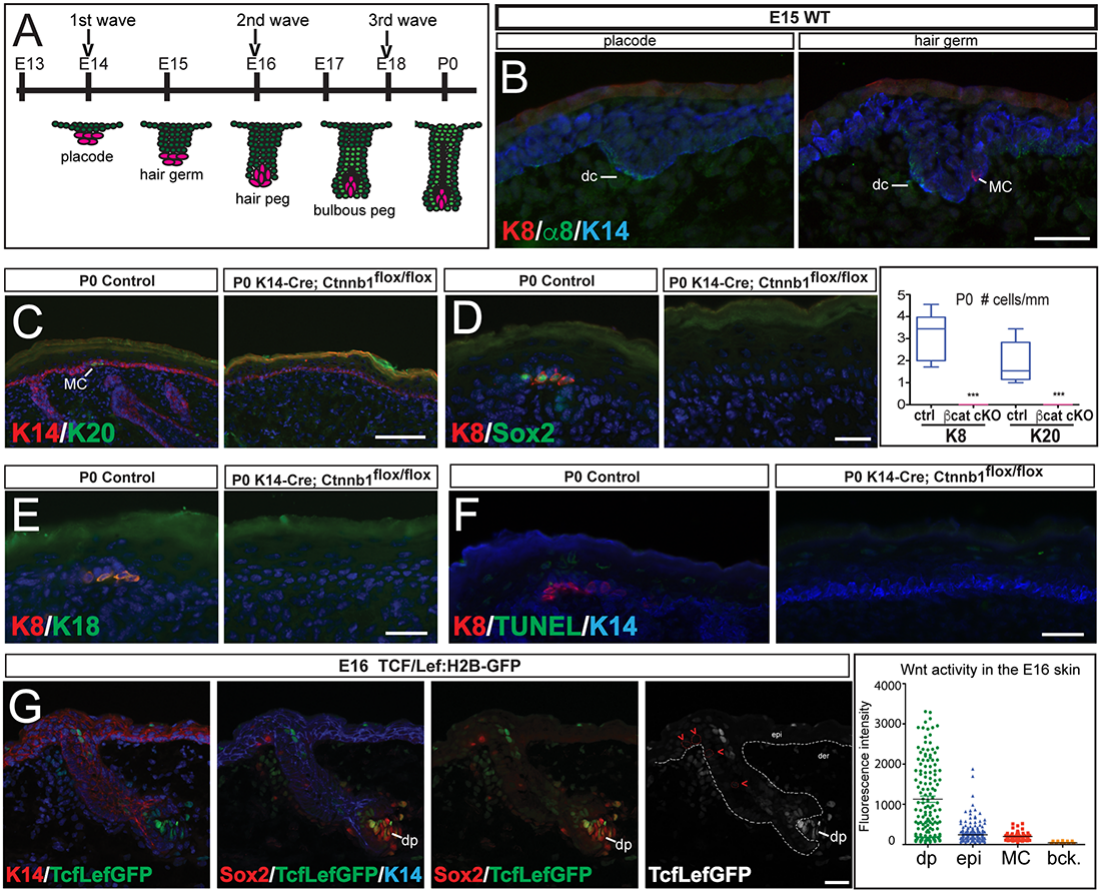
Loss of Wnt/β-catenin signaling abrogates hair follicle development and Merkel specification. (A) Schematic diagram of hair follicle development, with the different stages and the timing of each wave of hair follicle development represented. The epidermal cells are labeled in green and the mesenchymal cells that form the dermal condensate in the hair placode, germ, and peg stages, and the dermal papilla in the bulbous peg stage and the mature hair follicle are labeled in pink. (B) At E15, the first wave hair follicles are in the placode and hair germ stages. Early immature Krt8(+) (K8) Merkel cells (MC) are found around the WT first wave developing hair follicles at the hair germ stage (0% of placodes and 57.90% of hair germs contained Merkel cells; 100 hair follicles analyzed). Krt14 (K14) and integrin α8 (α8), which labels the dermal condensate (dc), are used to identify the developing hair follicles. (C-E) IF stainings for Merkel cell (MC) markers Krt20 (K20) (C), Krt8 (K8) (D,E), Sox2 (D), and Krt18 (K18) (E) show a complete absence of Merkel cells in P0 β-catenin epidermis-conditional knockout (β-cat cKO) (K14-Cre;Ctnnb1^flox/flox^) mice compared to control (ctrl). Quantification of Krt8+ and Krt20+ Merkel cells in control and β-cat cKO P0 skin (right panel of D) (both p<0.0001). (F) Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining, which labels fragmented nuclear DNA, shows no increase in apoptosis in the Krt14(+) basal layer of P0 β-cat cKO mice. Note that cells undergoing cornification in the suprabasal layers stain positive for TUNEL as previously reported [33]. (G) The reporter of Wnt signaling activity, Tcf/Lef:H2B-GFP (TcfLefGFP), is used to measure Wnt signaling activity in the skin by measuring fluorescence intensity (right panel) in different cells of the skin. At E16, the Merkel cells do not have high levels of Wnt signaling. The dermal papilla (dp) cells are identified by Sox2 expression and are enveloped by the hair follicle; the epidermal cells are Krt14(+) (K14); the Merkel cells are Sox2(+) and are localized adjacent to the hair follicle. White dashed line separates the epidermis (epi) and dermis (der); red dashed line and arrowheads mark the Merkel cells. Non-nuclear background (bck) was measured. Scale bars: (C): 100μm; (B,D-G): 25 μm.

Once Merkel cells are specified, Merkel cell differentiation occurs through a maturation process characterized by the temporally regulated progressive expression of Merkel cell-specific genes, including those encoding transcription factors essential for Merkel differentiation (Atoh1, Sox2, and Isl1), cytoskeletal proteins (Krt8, Krt18, and Krt20), and components of the synaptic machinery [26]. Merkel cells and their associated neurons appear to develop independently, with Merkel cells only becoming innervated postnatally [27,28]. Furthermore, recent studies have shown that Polycomb repressive complex 2 (PRC2) restricts the Merkel cell differentiation program by repressing the *Sox2* and *Isl1* genes [29,30].

Here, we aimed to elucidate the molecular mechanisms regulating Merkel cell development. We show that hair follicle development is essential to Merkel cell formation, as abrogation of either Wnt or Shh signaling, which disrupts hair follicle formation, prevents Merkel cell specification. We find that Shh ligand produced by developing hair follicles is required to activate Shh signaling in the epidermis and for Merkel cell formation. Moreover, Shh overexpression in epidermal progenitors leads to ectopic Merkel cells, signifying the importance of Shh signaling for Merkel cell development. Interestingly, we show that in mice lacking PRC2 in the skin epidermis, Merkel cell specification is no longer restricted to primary hair follicles, but is now associated with all hair follicle types, indicating that all hair follicle types have the potential to induce Merkel cells. PRC2 does not affect essential hair follicle signaling pathways but instead restricts Merkel cell differentiation by repressing the expression of critical Merkel cell differentiation transcription factors in epidermal progenitor cells. Importantly, PRC2-null ectopic Merkel cells fail to form in the absence of Shh signaling. Finally, we show that inductive Shh signaling and repressive PRC2 mechanisms also control Merkel cell formation in the glabrous paw skin, indicating the global role of these signaling pathways in Merkel cell specification. Together, our data show that Polycomb-mediated repression imposes a restriction on the inductive Shh signaling that is essential for Merkel cell formation. Our study demonstrates how epigenetic and cell signaling cues interact to specify cell fate in a mammalian developmental system.

## Results

### Abrogation of hair follicle development results in Merkel cell loss

In murine wild type (WT) dorsal skin, Merkel cells are located in touch domes and found exclusively around primary hairs [2,31,32]. The primary hairs are formed during the first wave of hair follicle development, starting at embryonic day (E) 14 (Fig 1A) [2,31,32]. Analysis of Merkel cell formation in the dorsal skin revealed that early, immature Merkel cells are first detected at E15 and are localized around follicles that are in the hair germ stage. Merkel cells are not detected in the IFE, nor are they found in hair follicles at the earlier hair placode stage (Fig 1B) [26].

The spatial and temporal relationship between hair follicle and Merkel cell development prompted us to hypothesize that the developing hair follicle provides a local microenvironment required for Merkel cell formation. To test this, we started by analyzing the presence of Merkel cells in mice where Wnt/β-catenin signaling was conditionally ablated in the epidermis, abrogating hair follicle development prior to the formation of the hair placodes (S1A Fig) [15,16,18,25,34]. To generate these mice, we crossed mice carrying the conditional null allele of β-catenin (Ctnnb1^flox^) with mice expressing Cre recombinase under the control of the Krt 14 promoter, which is active in embryonic epidermal stem cells starting at E12 (β-cat cKO) [29,35]. Immunofluorescence staining for the β-catenin protein confirmed that it was lost in the β-cat cKO epidermis (S1B Fig) in neonate (P0) skin. Importantly, analysis of multiple Merkel cell markers revealed a complete absence of these cells in P0 β-cat cKO skin, while they were present in the control skin (Figs 1C–1E and S1C). We tested whether there was an increase in apoptosis by staining for Activated Caspase 3 and by Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining, which labels fragmented nuclear DNA, detecting the extensive DNA degradation that occurs in apoptotic cells. TUNEL also labels cells undergoing cornification in the suprabasal layers of the interfollicular epidermis [33]. Combining Activated Caspase 3 and TUNEL analyses, we observed no increase in apoptosis in the P0 β-cat cKO epidermis, compared to control epidermis (Figs 1F and S1E). We measured proliferation by quantifying the number of cells positive for phosphorylated Histone H3 (PH3) in the epidermis. No alteration in proliferation was observed in the P0 β-cat cKO epidermis, compared to control epidermis (S1D Fig).

Since abrogation of Wnt/β-catenin signaling abolishes Merkel cell formation, we analyzed whether Merkel cells have active Wnt signaling. To do this, we used TCF/Lef1:H2B-GFP reporter mice, in which H2B-GFP is expressed in cells with active Wnt signaling [36], and analyzed H2B-GFP levels in Merkel cells at E16, during the early stages of Merkel cell formation. Interestingly, we observed that the H2B-GFP fluorescence signal in Sox2(+) Merkel cells was low and close to the background level, indicating that Merkel cells have low, if any active Wnt signaling (Fig 1G). In contrast, and consistent with previous reports, dermal papilla cells and some Krt14(+) epidermal cells have strong levels of Wnt signaling activity (Fig 1G) [22,37]. These data indicate that while Wnt/β-catenin signaling is required for Merkel cell formation, it likely functions indirectly in the control of this process.

### Hair follicle-derived Shh is required for Merkel cell formation during embryogenesis

Loss of β-catenin in the epidermis abrogates a cascade of signaling pathways that are normally activated during hair growth [25]. We speculated that one of the downstream pathways functions directly to specify Merkel cells. Shh signaling is one of the downstream pathways that are activated by Wnt signaling in the epidermis [25]. We therefore investigated whether Shh signaling is required for Merkel cell specification. We started by analyzing the presence of Merkel cells in the skin of sonic hedgehog (Shh)-null mice (Shh KO). To generate these mice, we crossed mice carrying the Shh^EGFPcre^ allele, a null *Shh* allele [38]. As Shh KO mice have severe developmental defects, including an absence of fully developed limbs, and die soon after birth [21,39], we performed our analysis at embryonic time points. *In situ* hybridization analysis of *Shh* mRNA confirmed the loss of Shh expression in Shh KO mice (S2A Fig) and, as previously reported [20,21,25,34], in E18 Shh KO mice, hair follicle development is arrested at the placode stage (S2B Fig).

Immunofluorescence analysis of Merkel cell markers revealed a complete absence of Merkel cells in E18 Shh KO skins (Fig 2A–2C). No increase in apoptosis or changes in cell proliferation were observed in Shh KO skins (Figs 2D and S2C and S2D). Analysis of an earlier time point, E16, also revealed loss of Merkel cells (Figs 2E and S2E) and no increase in the number of apoptotic cells (Figs 2F and S2F), indicating that Merkel cells are not specified in Shh KO embryos and are not dying by apoptosis.

**Fig 2:**
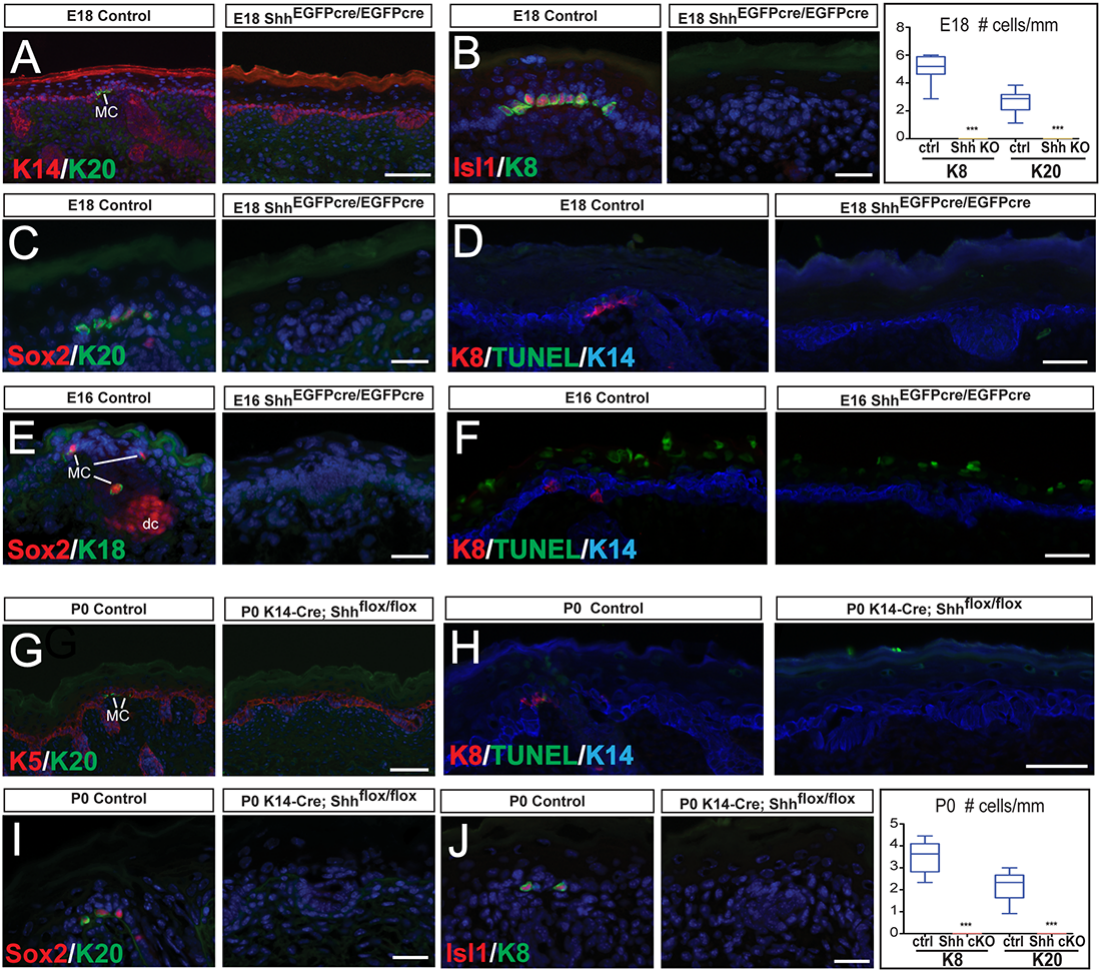
Shh signaling activity is required for Merkel cell formation. (A-C) IF stainings for Merkel cell (MC) markers Krt20 (K20) (A,C), Isl1 (B), Krt8 (K8) (B), and Sox2 (C) show a complete absence of Merkel cells in E18 Shh KO (Shh^EGFPcre/EGFPcre^) mice compared to control (ctrl). Quantification of Krt8(+) and Krt20(+) Merkel cells in control and Shh KO E18 skin (right panel of B) (Krt8 p = 0.0005 and Krt20 p = 0.0001). (D) TUNEL staining shows no increase in apoptosis in the skin of E18 Shh KO mice. (E) IF stainings for Merkel cell markers Krt18 (K18) and Sox2 show a complete absence of Merkel cells in E16 Shh KO mice when compared to control. Sox2 also labels the dermal condensate (dc). (F) TUNEL staining shows no increase in apoptosis in the Krt14(+) basal layer of E16 Shh KO mice when compared to control. Note that cells undergoing cornification in the suprabasal layers are TUNEL(+), as previously reported [33]. (G,I,J) IF stainings for Merkel cell (MC) markers Krt20 (G,I), Krt8 (J), Isl1 (J), and Sox2 (I) show a complete absence of Merkel cells in P0 Shh epidermis-conditional knockout (Shh cKO) (K14-Cre; Shh^flox/flox^) mice compared to control. Quantification of Krt8(+) and Krt20(+) Merkel cells in control and Shh cKO P0 skin (right panel of J) (both p<0.0001). (H) TUNEL staining shows no increase in apoptosis in the Krt14(+) layer P0 K14-Cre; Shh^flox/flox^ mice. Note that cells undergoing cornification in the suprabasal layers are TUNEL(+). Scale bars: (A,G): 100μm; (B-F; H-J): 25 μm.

In the skin, there are multiple sources of Shh expression, including the hair follicles, and the neurons innervating the skin [23,24,40]. Since our data show that Shh is required for Merkel cell formation, we analyzed whether the Shh ligand that is produced by the hair placodes is required for this process. To test this, we generated Shh epidermis-conditional knockout mice (Shh cKO) by crossing Shh^flox^ mice with Krt14-Cre mice. *In situ* hybridization of *Shh* mRNA confirmed loss of Shh expression in P0 Shh-null hair follicles compared to control epidermis (S2G Fig). Similar to those of Shh KO mice, Shh cKO hair follicles were arrested at the placode stage (Fig 2G), and there were no significant alterations in apoptosis or proliferation between P0 Shh cKO and control epidermis (Figs 2H, S2I and S2J). Importantly, by performing immunofluorescence analysis of multiple Merkel cell markers, we detected a complete absence of Merkel cells in P0 Shh cKO dorsal skin (Figs 2G, 2I, 2J and S2H), indicating that the Shh produced by developing hair follicles is required for Merkel cell formation during development.

### Shh signaling is required in the epidermis for Merkel cell specification

The Shh produced by the hair placodes activates Shh signaling both in the mesenchymal dermal papilla and in the epidermis and, in both of these compartments, active Shh signaling is required for proper hair follicle formation [11,20,21,25]. Since the Shh produced by the developing hair follicle is essential for Merkel cell development, we tested whether Shh signaling in the epidermis is required for the specification of the Merkel cells. To address this, we generated epidermis-conditional knockout mice of Smoothened (Smo cKO), an essential Shh-signaling signal transducer, by crossing Smo^flox^ mice with Krt14-Cre mice.

Consistent with previous reports, Smo-null hair follicles failed to develop properly, presenting abnormal growth and morphogenesis (Figs 3A and S3A) [41]. Importantly, immunofluorescence analysis of Merkel cell markers revealed a drastic reduction in the number of Merkel cells in neonatal Smo cKO skin compared to control skin (Fig 3A–3C), although a few fully differentiated Merkel cells were observed in P0 Smo cKO skin (Fig 3A–3C). Analysis of cell proliferation and apoptosis did not reveal significant alterations between control and Smo cKO skins at P0 (Figs 3D, S3B and S3C). Analysis of Smo cKO epidermis 9 days after birth (P9) revealed that hair follicle morphogenesis is grossly affected (S3D Fig) [41]. While there was no increase in apoptosis in these mice (S3E Fig), Merkel cells were nearly completely absent from the P9 Smo cKO dorsal skin (S3F Fig). This suggests that the observed phenotype in Smo cKO skin was not due to delay of Merkel cell formation.

**Fig 3:**
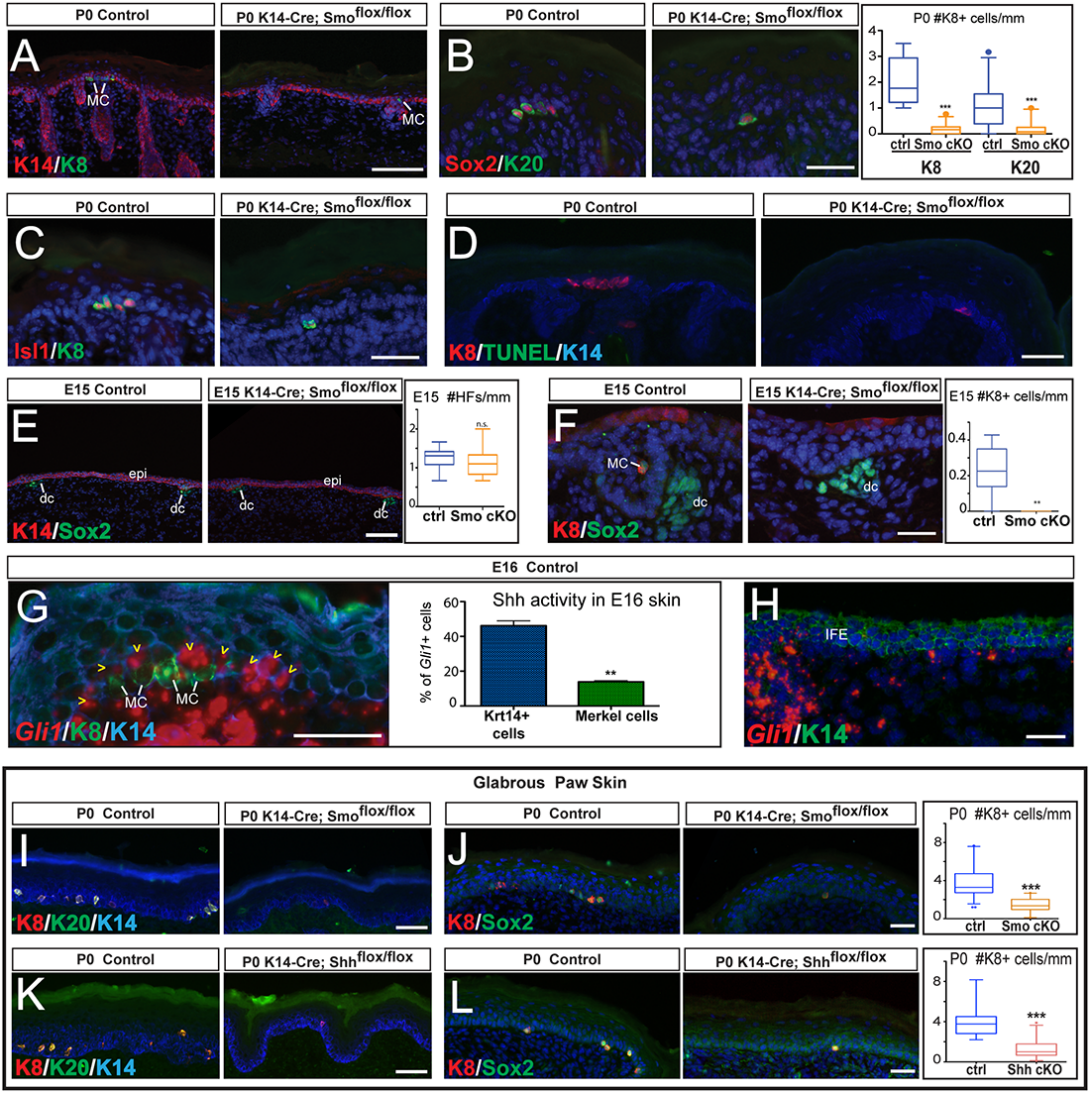
Shh signaling activity in the epidermis is required for Merkel cell formation. (A-C) IF stainings for Merkel cell markers Krt8 (K8) (A,C), Krt20 (K20) (B), Sox2 (B), and Isl1 (C) show a highly significant reduction in the number of Merkel cells in P0 Smoothened epidermis-conditional knockout (Smo cKO) (K14-Cre; Smo^flox/flox^) mice when compared to control (ctrl). Quantification of Krt8(+) and Krt20(+) Merkel cells in control and Smo cKO P0 skin (right panel of B) (both p<0.0001). (D) TUNEL staining shows no increase in apoptosis in the skin of P0 Smo cKO mice. Note that cells undergoing cornification are TUNEL(+) as previously reported [33]. (E) At E15, specification of hair follicles is not affected in P0 Smo cKO mice when compared with control. The number of hair follicles is quantified in the right panel (p = 0.3140). IF staining for Krt14 (K14) labels the epidermis (epi) and Sox2 labels the dermal condensate (dc) of the developing hair follicles in E15 WT and Smo cKO mice. (F) IF staining for Merkel cell markers Krt8 and Sox2 shows a complete absence of Merkel cells in E15 Smo cKO compared to control. The number of Krt8(+) Merkel cells is quantified in the right panel (p = 0.0018). (G) IF stainings for Merkel cell markers Krt8 and *in situ* hybridization for *Gli1* RNA in E16 WT skin indicates that *Gli1* is expressed in about 45% of the Krt14(+) (K14) cells (yellow arrowheads) surrounding the Merkel cells and in about 13% of early Merkel cells present in the skin at this time point, quantified in the right panel (p = 0.0022). (H) *In situ* hybridization for *Gli1* RNA in E16 WT back skin indicates that *Gli1* is not expressed in most Krt14(+) cells of the interfollicular epidermis (IFE). (I,J) IF stainings for Merkel cell markers Krt8 (I,J), Krt20 (I), and Sox2 (J) show that significantly fewer Merkel cells are present in the glabrous paw skin of Smo cKO mice compared to control paws. Quantification of Krt8(+) Merkel cells in paws (right panel of J) (p<0.0001). (K,L) IF stainings for Merkel cell markers Krt8 (K,L), Krt20 (K), and Sox2 (L) show that significantly fewer Merkel cells are present in the glabrous paw skin of Shh cKO mice compared to control paws. Quantification of Krt8(+) Merkel cells in paws (right panel of L) (p<0.0001). Unless otherwise indicated, all epidermis represented is dorsal skin. Scale bars: (A,E): 100μm; (B-D,F-L): 25 μm.

While hair follicle development is severely affected in Smo-null epidermis, the initial steps of hair follicle specification at E15 are not affected in the Smo cKO (Fig 3E) [41]. Importantly, no Merkel cells could be detected in the Smo cKO epidermis at this time point, when hair follicles are normally specified (Fig 3E and 3F). Analysis of apoptosis did not reveal significant alterations between control and Smo cKO skins at E15 (S3G and S3H Fig). Thus, we concluded that intraepidermal Shh signaling is required for Merkel cell formation.

Gli1 is an effector of Shh signaling that can be used to detect Shh signaling activity in cells [11,42]. By analyzing β-galactosidase staining in the developing skin of Gli1-LacZ reporter mice [42] and *Gli1 in situ* hybridization in WT skins, we observed that Gli1 expression is strong in the developing hair follicles and is also detected in the epidermis near hair follicles, as well as in the dermis (S3I–S3J’ Fig). Next, we analyzed whether Merkel cells have active Shh signaling activity by performing *Gli1 in situ* hybridization, followed by immunofluorescence staining for an early Merkel cell marker, Krt8. We found that 14% of Merkel cells were *Gli1(*+) (Fig 3G), suggesting that while the Shh pathway might be active in some Merkel cells, Shh signaling activity is not detectable in most Merkel cells. As lineage tracing analysis has shown that Merkel cells arise from Krt14(+) epidermal stem cells during development [43,44], we analyzed *Gli1* expression and found that 46% of the Krt14(+) cells that were in the vicinity of the Merkel cells express *Gli1* (Fig 3G), while *Gli1* was rarely detected in the Krt14(+) cells located in the epidermis between the hair follicles (Fig 3H).

### Intraepidermal Shh signaling is required in the glabrous epidermis for Merkel cell specification

Merkel cells are localized not only in hairy skin but also in glabrous skin, such as paw epidermis. To test whether the intraepidermal Shh signaling is globally required for Merkel cell development, we analyzed the presence of Merkel cells in the glabrous paw epidermis of Smo cKO mice. In order to quantify the number of Merkel cells in the paws, we measured the length of the Krt14(+) epidermis and counted the number of Merkel cells localized in the different regions of the paws (S4A Fig). The analysis of paws of P0 Smo cKO mice revealed a very significant reduction in the number of Merkel cells compared to control (Fig 3I and 3J). No increase in apoptosis was detected in the glabrous paw epidermis of Smo cKO mice (S4B Fig). The fact that the number of Merkel cells was reduced to about half in the Smo cKO paws suggests that intraepidermal Shh signaling is important for Merkel specification in the glabrous skin, but that other signaling pathways are also likely to play a role in Merkel cell formation in the glabrous skin.

Finally, we investigated whether epidermis-derived Shh is important for Merkel cell formation in the paw epidermis, as we observed in the hairy skin. We thus analyzed paws of P0 Shh cKO mice and found that while Merkel cells where still present, there was a very significant reduction in the number of Merkel cells in Shh cKO, compared to control paws (Fig 3K and 3L).

### Shh signaling promotes Merkel cell specification

Since intraepidermal Shh signaling is required for Merkel specification, we wanted to investigate whether increased expression of Shh in the developing epidermis results in increased production of Merkel cells. Previous studies have shown that overexpression of Shh in Krt14(+) epidermal progenitors during development results in the formation of Basal cell carcinoma (BCC)-like epidermal hyperplasia and leads to death of the newborn mice [12]. In order to overexpress Shh in the epidermis, we injected high-titer lentiviruses expressing a doxycycline inducible Shh-PGK-H2B-RFP construct into amniotic liquids of E9 Rosa26-rtTA embryos to infect the epidermis (Fig 4A, left). We administered doxycycline to the pregnant females starting at E12 and collected the injected embryos at E17 (Fig 4A, right). Similar to previous reports [12], overexpression of Shh, identified by RFP expression, resulted in BCC-like epidermal hyperplasia, while the control, uninfected epidermis was not altered (Fig 4B and 4C). Consistent with the observed epidermal alterations, the overexpression of Shh resulted in increased proliferation (Fig 4F and 4F’), while there was no significant increase in apoptosis (Fig 4G and 4G’).

**Fig 4:**
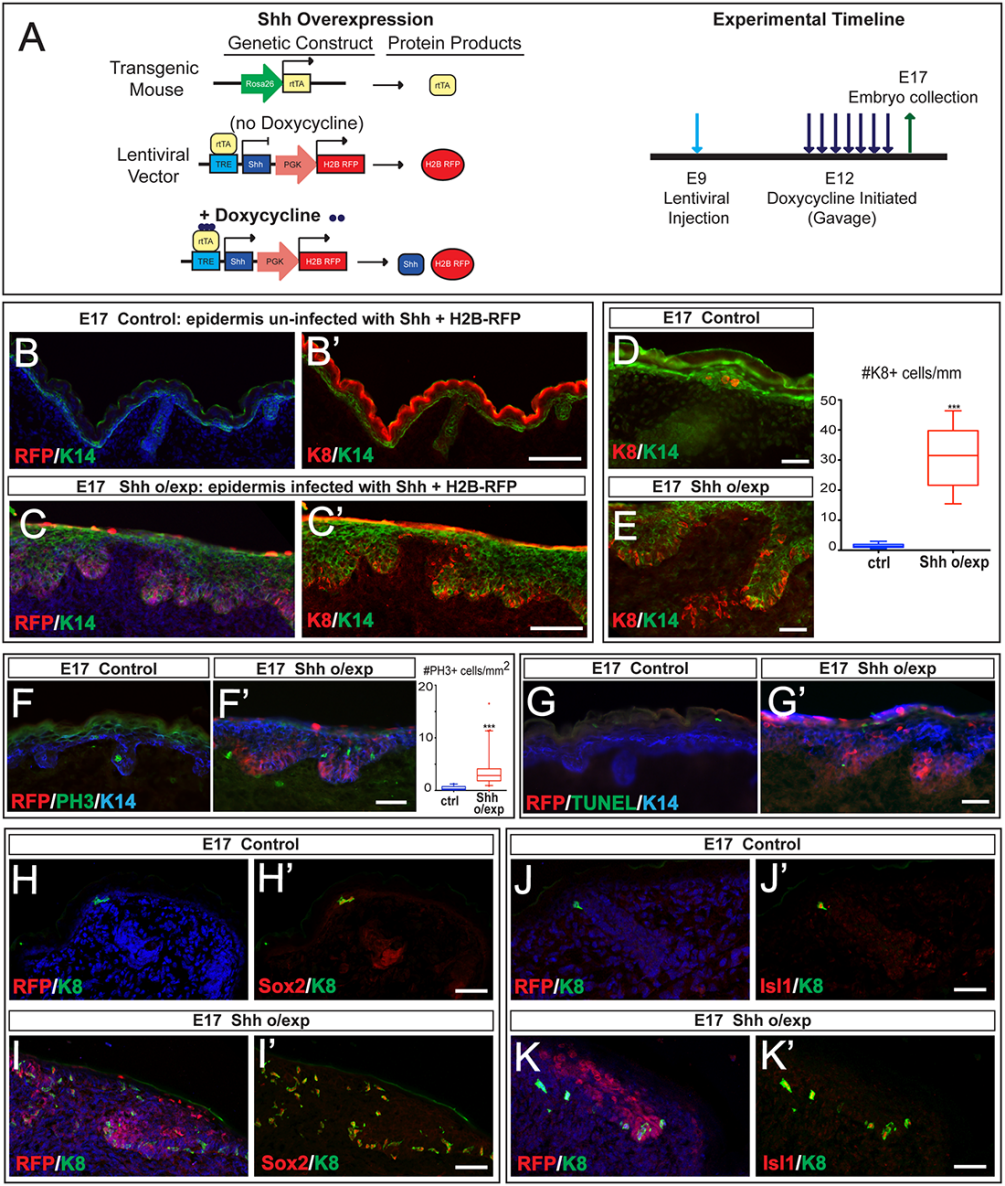
Shh overexpression results in increased formation of cells expressing Merkel markers. (A) Schematic diagram showing transgenic mouse and lentiviral constructs for the Shh overexpression experiment. CD1 female mice were mated with male Rosa26-rtTA mice and *in utero* lentiviral injections were performed in pregnant females E9. Doxycycline treatment was initiated by gavage at E12, and females were continuously fed Doxycycline until embryo collection at E17. In the presence of Doxycycline, lentivirus-injected mouse embryos express both H2B-RFP and Shh proteins. (B-E) IF stainings showing the altered morphology of epidermis infected with Shh+H2B-RFP (C,C’) and the significant increase in the numbers of Krt8(+) (K8) cells in the infected epidermis (C,C’,E) compared to control, un-infected epidermis (E17 control) (B,B’,D). Quantification of Krt8(+) cells per mm of back skin in E17 control and Shh overexpression (right panel) (p<0.0001). (F,F’) IF staining for Phospho-Histone H3 (PH3) showing a significant increase in proliferation in E17 Shh o/exp epidermis (F’) compared to control (F). Quantification of number of PH3(+) per mm^2^ of Krt14(+) epidermal cells is represented on the right (p<0.0001). (G,G’) TUNEL staining showing no increase in apoptosis in E17 Shh o/exp epidermis (G’) compared to control (G). Note that cells undergoing cornification are TUNEL(+), as previously reported [33]. (H-I’) IF staining showing an increase in the number of Sox2(+)/Krt8(+) cells in E17 Shh o/exp epidermis (I,I’) compared to control (H,H’). (J-K’) IF stainings showing an increase in the number of Isl1(+)/Krt8(+) cells in E17 Shh o/exp epidermis (K,K’) compared to control (J,J’). Scale bars: (B-C’): 100μm; (D-K’): 25 μm.

Immunofluorescence staining for Merkel cell marker Krt8 revealed that the regions with increased Shh expression had a drastic increase in the number of Krt8(+) cells (Fig 4C, 4C’ and 4E) compared to control regions (Fig 4B, 4B’ and 4D). Shh overexpression resulted in disruption of the Krt14(+) layer (Fig 4E), and, interestingly, the Krt8(+) cells were often localized to these areas (Fig 4E). To determine whether the ectopic Krt8(+) cells were indeed Merkel cells, we performed immunofluorescence stainings for early Merkel cell markers Sox2 (Fig 4H and 4I’) and Isl1 (Fig 4J and 4K’) and found that the ectopic Krt8(+) cells also expressed Sox2 (Fig 4I and 4I’) and Isl1 (Fig 4K and 4K’), suggesting that overexpression of Shh results in the production of ectopic Merkel cells. Together, our data indicate that epidermal Shh signaling promotes Merkel cell specification during development.

### Loss of PRC2 results in ectopic formation of Merkel cells around all hair follicle types

Our data show that epidermal Shh signaling is required for Merkel cell specification. Interestingly, while Merkel cells only form around the primary hairs of the murine dorsal skin, Shh signaling is not unique to primary hairs, as Shh ligand is produced by all types of hair follicles and Shh signaling is globally required for hair follicle down-growth. We therefore aimed to understand how Merkel cell formation is restricted to primary hair follicles.

Our previous studies have shown that when any essential PRC2 subunits are conditionally ablated from the epidermis, there is an increase in the number of Merkel cells [29,30]. To further analyze the role of PRC2 in Merkel cell development, we further analyzed skin-conditional knockouts for either the histone methyltransferases Ezh1 and Ezh2 (Ezh1/2 2KO) or EED (EED cKO). We performed whole-mount immunofluorescence analysis of the Ezh1/2-null and EED-null back skin and, surprisingly, found that the ectopic Krt8(+) Merkel cells were not uniformly distributed in the knockout epidermis. Instead, Ezh1/2-null and EED-null ectopic Merkel cells were clustered, and we observed an increase in the number of these clusters in Ezh1/2-null epidermis (Fig 5A). The particular patterning of the PRC2-null Merkel cell clusters (Fig 5A) led us to hypothesize that the ectopic Merkel cells in the PRC2-null epidermis are associated with hair follicles and, importantly, with different types of hair follicles. We have previously shown that hair formation is not affected in neonate Ezh1/2-null or EED-null skin, with the hair follicles being specified in normal numbers and with correct developmental timing (S5A Fig) [29,30,45]. Thus, we investigated whether PRC2-null ectopic Merkel cells are indeed associated with different types of hair follicles.

**Fig 5:**
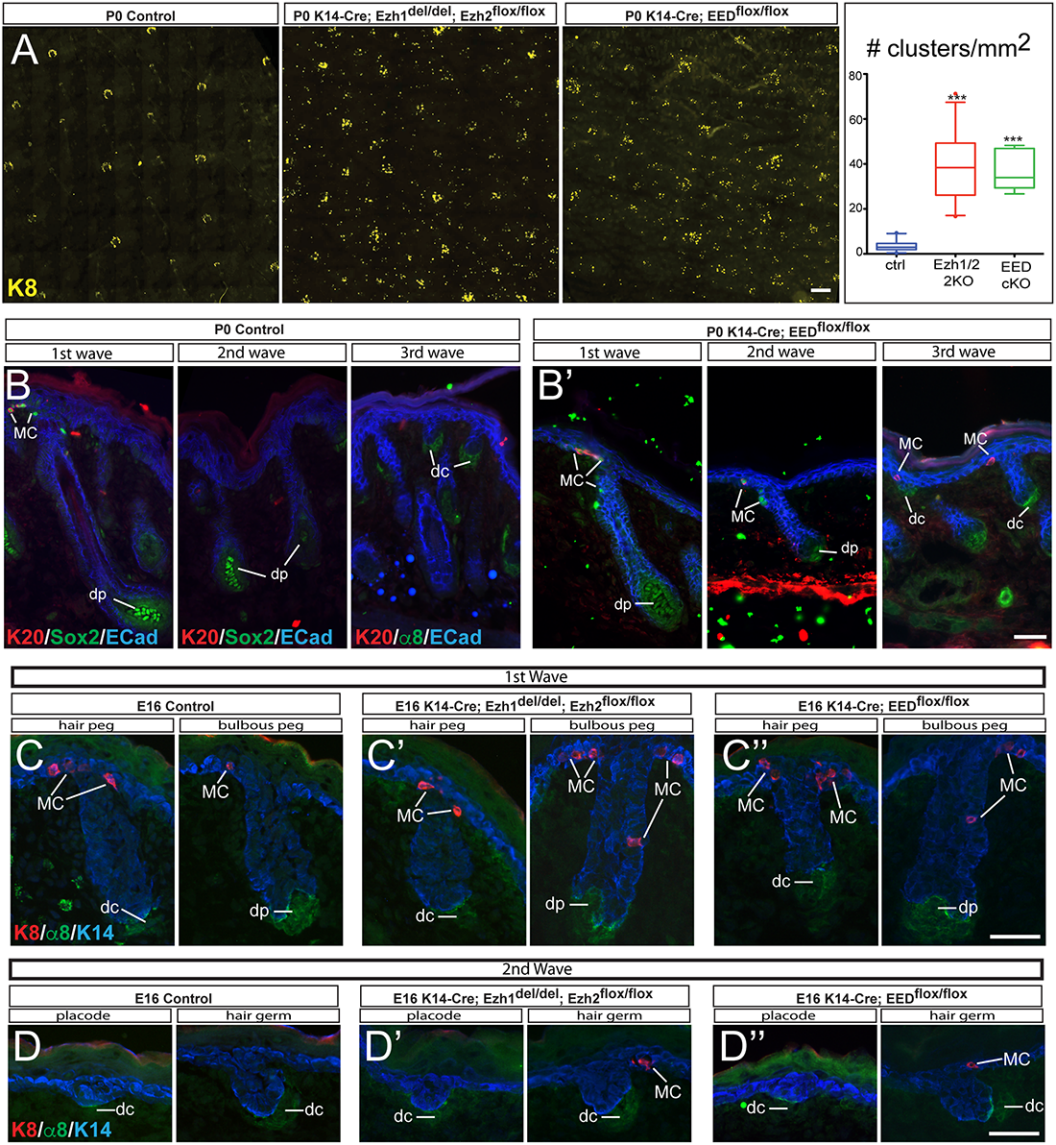
Loss of PRC2 results in ectopic formation of Merkel cells around all hair follicle types. (A) Whole-mount immunofluorescence staining showing Merkel cell-specific marker Krt8 (K8) in P0 Ezh1/2 2KO (K14-Cre; Ezh1^del/del^;Ezh2^flox/flox^) and EED cKO (K14-Cre; EED^flox/flox^) epidermis compared to control (ctrl). Clusters of Merkel cells (≥3 Krt8(+) cells) are quantified, and the number of clusters of Merkel cells per mm^2^ is presented to the right (Kruskal-Wallis test p<0.0001; ctrl vs. Ezh1/2 2KO, *** p<0.0001; ctrl vs. EED cKO, *** p<0.0001). (B-B’) All hair types can have adjacent Merkel cells in EED cKO (B’), while only first wave hair follicles have adjacent Merkel cells in WT (B) epidermis. IF stainings for Sox2 and integrin α8 (α8) are used to label the dermal papillae (dp) or dermal condensate (dc) of different hair follicle types. The dermal papillae of first (left) and second (middle) wave hair follicles are Sox2(+), and the two types of hair follicles can be discriminated by size. The dermal papillae of the third (right) wave hair follicles are Sox2(-)/α8(+), and these hair follicles are very short at P0. IF staining for Sox2 identifies early-specified Merkel Cells (MC) and Krt20 (K20) identifies mature Merkel cells in the epidermis, which is labeled with E-Cadherin (ECad). (C-D”) Early immature Krt8(+) Merkel cells are found around the WT first wave (C) of developing hair follicles, but not the second wave (D) (control: 0% of placodes, 0.81% of hair germs, 19.65% of hair pegs, and 63.89% of bulbous pegs harbor Merkel cells around them; 148 hair follicles analyzed). (C’,C”,D’,D”) Krt8(+) Merkel cells are found around second wave and first wave developing hair follicles in Ezh1/2 2KO (C’,D’) and EED cKO (C”,D”) E16 embryos (Ezh1/2 2KO: 11.26% of placodes, 23.64% of hair germs, 58.33% of hair pegs, and 100% of bulbous pegs harbor Merkel cells around them; 160 hair follicles analyzed. EED cKO: 12.04% of placodes, 25.76% of hair germs, 70.37% of hair pegs, and 100% of bulbous pegs harbor Merkel cells around them; 213 hair follicles analyzed). Krt14 (K14) labels the developing hair follicles, and integrin α8 labels the dermal condensate in the first stages of hair follicle development; this becomes the dermal papilla in the bulbous peg stage. At E16, the first wave hair follicles are in the hair peg or bulbous peg stages (C-C”), while the second wave hair follicles are in the placode and hair germ stages (D-D”). Scale bars (A): 200 μm; (B-D”) 25 μm.

While different types of hair follicles vary in structure, there are no known molecular markers to distinguish between them. Interestingly, recent studies have shown that the dermal papilla cells differ between some hair types [46–48]. For example, the transcription factor Sox2 is absent from the dermal papillae of tertiary hairs, but is present in the dermal papillae of the primary and secondary hair follicles [46,47]. The different hair follicle types also differ in their developmental timing: primary hairs, or first wave follicles, are the first hairs to appear in the back skin at E14, secondary hairs are formed during the second wave of hair follicle development starting at E16, and tertiary hair follicles are formed during the third wave, appearing just before birth (Fig 1A) [2,31,32]. Thus, we were able to identify the different hair types by their developmental timing, as well as co-staining for Sox2 and integrin α8 (α8), a general dermal papilla marker [47,48]. In newborn mice, the 1^st^ wave hairs are Sox2(+)/α8(+), contain all differentiated layers, and are the longest follicles in skin; the 2^nd^ wave hairs are Sox2(+)/α8(+), but are not yet fully formed, and are still growing downwards; the 3^rd^ wave hairs are Sox2(-)/α8(+), small, and just starting to grow downwards (Fig 5B). Consistent with previous reports, we confirmed that in the control dorsal skin, Krt20(+)/Sox2(+) Merkel cells only appear around the primary hairs and not the other hair types (Fig 5B) [2]. Intriguingly, in PRC2-null epidermis, we identified Merkel cells around both 2^nd^ wave and 3^rd^ wave hair follicles (Figs 5B’ and S5B), indicating that the ectopic Merkel cells can be found around all hair types in PRC2-null skin. We concluded that the loss of PRC2 repression results in the formation of ectopic Merkel cells that are associated with all hair follicle types.

Next, we wanted to determine whether the formation of PRC2-null ectopic Merkel cells is also linked to hair follicle development, as with control Merkel cells. To do this, we analyzed Ezh1/2-null and EED-null skins at E16, as this time point catches follicles of different waves at different developmental stages. For both control and PRC2-null skins at E16, the first wave hair follicles were at hair peg or bulbous peg stages, the second wave follicles were at placode or hair germ stages, and the third wave follicles were yet to be formed (Figs 1A and 5C and 5D”) [34]. Immunofluorescence staining for early Merkel cell marker Krt8 revealed that, not surprisingly, the first wave hair follicles in both control and PRC2-null skin contained Merkel cells (Fig 5C–5C”), while control second wave follicles completely lacked Merkel cells (Fig 5D). Importantly, many PRC2-null second wave hair follicles contained Merkel cells (Fig 5D’ and 5D”). PRC2-null Merkel cells were associated with hair follicles at the hair germ stage, and even some at the placode stage (Fig 5D’ and 5D”), but they were not detected in the epidermis between hair follicles. Finally, no alterations in proliferation were observed in PRC2-null hair follicles or IFE at E16 (S5C Fig). Taken together, these data indicate that loss of PRC2 results in the formation of ectopic Merkel cells that are associated with all types of hair follicles, and, similar to WT Merkel cells, the development of PRC2-null Merkel cells coincides with the early stages of hair follicle formation.

### PRC2 regulates the establishment of a competent field for Merkel cell specification that requires Shh inductive signaling to produce Merkel cells

As PRC2 functions as a transcriptional repressor [26,49,50], we hypothesized that the increased Merkel cell formation observed in the PRC2-null epidermis could be due to increased Shh signaling activity, resulting in the expansion of the signaling required for Merkel cell formation. Interestingly, RT-qPCR analysis did not reveal derepression of critical components of the Shh signaling pathway or activation of its downstream target genes in neonatal PRC2-null epidermis (Fig 6A, left). *Shh* and *Gli1 in situ* hybridization performed on PRC2-null skins further confirmed the RT-qPCR analysis, indicating that there was no detectable increase in Shh signaling in the developing epidermis (Fig 6D and 6E). Additionally, RT-qPCR analysis for critical components of the Wnt signaling pathway and its downstream targets did not reveal derepression of these genes in the PRC2-null epidermis (Fig 6A, right). Immunohistochemistry staining for β-catenin in PRC2-null skin at E16 indicated that the loss of PRC2 did not result in increased nuclear β-catenin staining in first or second wave hair follicles, or in the IFE, when compared to control skin (Fig 6B and 6C). Finally, expression profiling of the PRC2-null neonate epidermis revealed that the major singling pathways involved in hair follicle development [25] are not affected in EED-null skin epithelium (S6A Fig).

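The expression profiling used RNA from the back skin epidermis of newborn mice (P0), 4 EED cKO and 4 control. In EED cKO mice, K14-Cre deletes Eed, which encodes a PRC2 subunit, in the epidermis. The paper's methods give 15 min in trypsin after dispase overnight to release the epidermal cells, whereas the sample labels give 10 min in trypsin after 4 to 5 h in dispase. From each sample 100 ng of total RNA was amplified and labeled, and 300 ng of the labeled cRNA was hybridized for 17 h at 65°C to an Agilent mouse expression array together with Universal Mouse Reference RNA, a commercial RNA mix that was the same on every array. The sample carried Cy3 on replicates 1 and 3 and Cy5 on replicates 2 and 4 of both genotypes, with the reference in the other dye. The authors extracted spot intensities with Agilent Feature Extraction and deposited them per array, along with a table of log2 ratios of sample over reference. Here the median spot intensity was corrected for background with the normexp method of limma (offset 50), each array was normalized by loess, and the ratios of the arrays with swapped dyes were turned to sample over reference. Normexp with an offset draws the ratios of dim spots toward 0, so fold changes of weakly expressed genes are understated on this scale. EED cKO and control were compared with limma, with the dye as a covariate and Benjamini-Hochberg adjustment over 23202 genes and other targets whose probe was well above background in the sample channel on at least 3 of the 4 arrays of a genotype. Of these, 14977 carried a gene symbol. A gene with several probes was represented by the one with the highest mean signal. Between 53.3% and 65.5% of spots were well above background in the sample channel of the EED cKO arrays, and between 51.5% and 65.4% on the control arrays, with no saturated spot. All 8 arrays lay on 1 slide and were scanned once, with the EED cKO arrays in one row of the slide and the control arrays in the other, so that no term for the slide row could be fitted beside the genotype. The number of arrays limits the precision of every value.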

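The genes of the 5 pathways were taken from lists written from general knowledge before the data were examined, not from the lists behind S6A Fig. They held 260 genes, of which 211 were tested. Of these, 208 differed by less than 2-fold between EED cKO and control epidermis. The 3 genes with an adjusted p below 0.05 and at least a 2-fold change were all higher in EED cKO. Rbpjl of the Notch list had a log2 fold change of 1.66 (standard error 0.16, limma adjusted p = 0.000288). Fgf1 had a log2 fold change of 1.29 (standard error 0.11, limma adjusted p = 0.000162), while its other, dimmer probe gave 0.11 and the median over its probes 0.70, below the 2-fold limit. Bmp3 had a log2 fold change of 1.01 (standard error 0.08, limma adjusted p = 0.000126), but it fell below the 2-fold limit in 7 of 22 alternatives, down to 0.73 with median centring. Several of the 22, such as no dye term, cannot move a fold change. In each of the 3, all EED cKO arrays lay above all control arrays. The share of changed genes was 1.42% of the pathway genes against 1.61% of all tested genes with a symbol (Fisher's exact test, two-sided, p = 1), and 1.22% of all tested. Smaller differences were frequent. At any fold change, 85 of the pathway genes had an adjusted p below 0.05, 60 lower and 25 higher in EED cKO, and 105 had one when adjusted over the list alone. The 85 are 40.3% of the pathway genes, against 25.9% of all tested genes with a symbol (Fisher's exact test, two-sided, p = 5.16e-06) and 21.8% of all tested, a comparison made after the values were seen, which takes genes as independent and was not matched for signal. The setting that moved the count of 3 most, with the 2-fold limit kept, was the Feature Extraction log ratio, with 10 changed pathway genes. As sets, all 5 lists leaned downward in limma's camera test. The median log2 fold change was -0.20 for Notch (limma adjusted p = 0.000724 over the 5 lists), -0.11 for Shh (adjusted p = 0.0377), -0.05 for FGF, -0.04 for Wnt and -0.03 for BMP (adjusted p = 0.127 for each of these). Neither the Notch nor the Shh call held with the correlation between genes estimated from the data (adjusted p = 0.474 for both) or in limma's fry test (adjusted p = 0.0892 and adjusted p = 0.162). The Shh set also failed to pass with the replicate block (adjusted p = 0.0500), without the dye term (adjusted p = 0.0676), with no filter on dim probes (adjusted p = 0.0758), with every probe on its own (adjusted p = 0.0561), with the Feature Extraction log ratio or the deposited table (adjusted p = 0.0881), and in 4 of the 8 fits with an array left out (up to an adjusted p of 0.105). From heatmaps of genes that it mined from KEGG (S6A Fig), the paper states that the major pathways of hair follicle development are not affected.

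**Figure D1:**
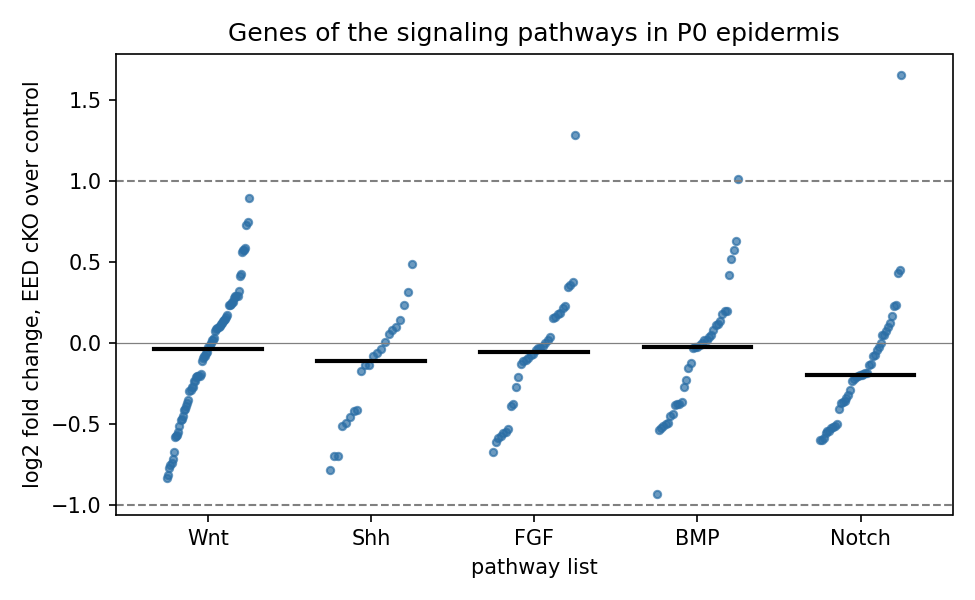
Log2 fold change of EED cKO over control (vertical axis) for each tested gene of the 5 pathway lists (horizontal axis, genes ordered by value within a list). Each point is a gene, black bars are list medians and dashed lines mark a 2-fold change. Rbpjl, Fgf1 and Bmp3 lie above the upper dashed line and no gene lies below the lower one.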

**Fig 6:**
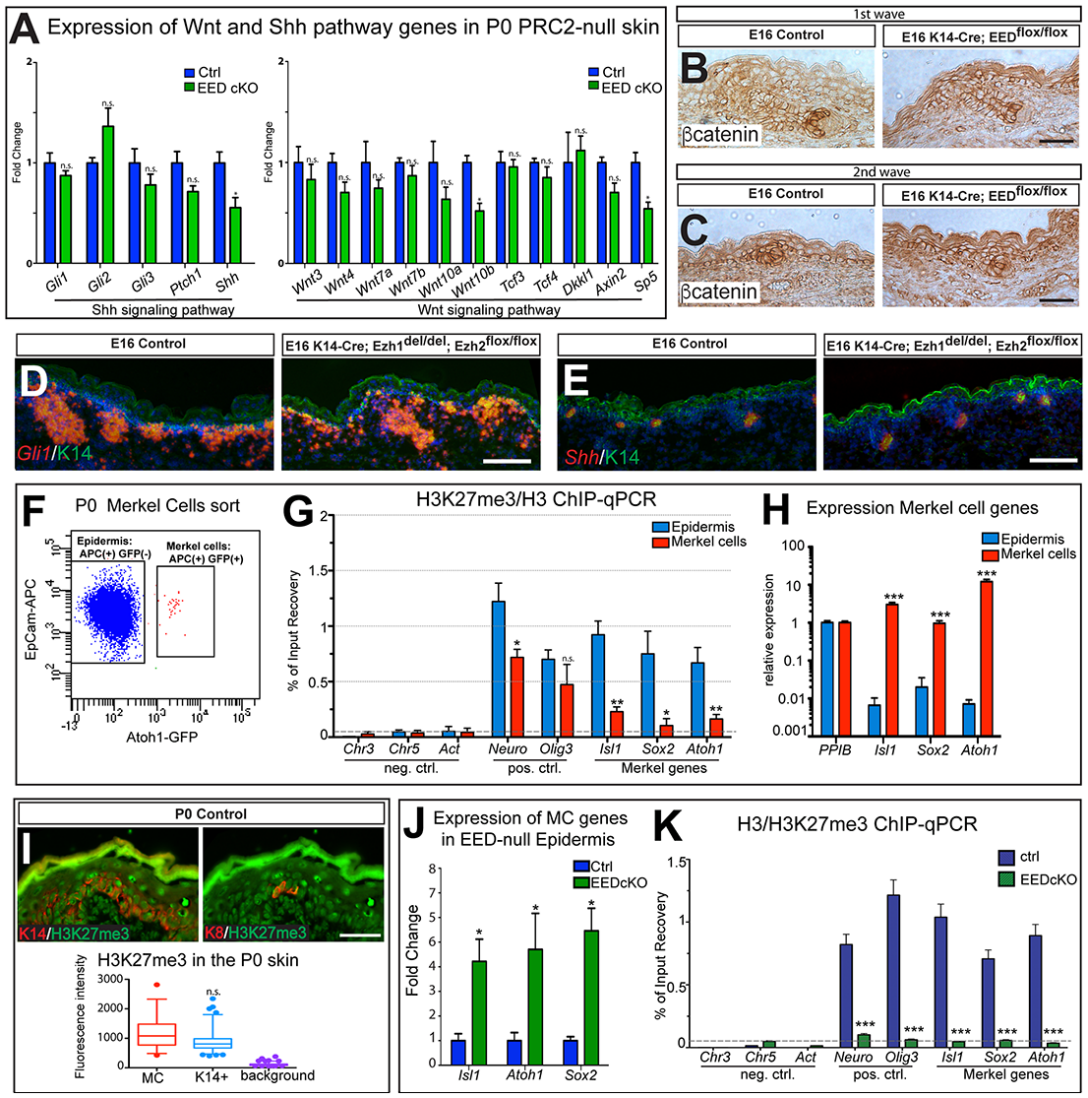
Loss of EED does not affect the hair follicle microenvironment, but leads to upregulation of Merkel cell differentiation genes. (A-E) Shh and Wnt pathways do not appear to be majorly altered in PRC-null developing skin. (A) RT-qPCR analysis of Shh pathway genes shows no significant difference in their expression in P0 EED cKO (K14-Cre; EED^flox/flox^) compared to control epidermis, while *Shh* expression is slightly reduced in EED-null compared to control epidermis (Gli1, p = 0.2000; Gli2, p = 0.1143; Gli3, p = 0.3429; Ptch1, p = 0.1143; Shh, p = 0.0286). RT-qPCR analysis of Wnt pathway genes shows no significant difference in expression of most genes in P0 EED cKO compared to control epidermis (Wnt3, p = 0.4857; Wnt4, p = 0.1143; Wnt7a, p = 0.3429; Wnt7b, p = 0.4857; Wnt10a, p = 0.2000; Wnt10b, p = 0.0286; Tcf3, p = 0.6857; Tcf4, p = 0.4857; Dkkl1, p = 0.6857; Axin2, p = 0.2000; Sp5, p = 0.0286). (B,C) Immunohistochemistry staining for β-catenin does not show major differences in expression or nuclear staining in first wave (B) or second wave (C) hair follicles in EED cKO skin compared to control at E16. Note that, as has been previously described, the stratum corneum is prematurely acquired in the PRC2-null E16 embryo [51]. (D,E) *In situ* hybridization for *Gli1* RNA (D) and *Shh* RNA (E) shows no major changes in expression in Ezh1/2 2KO (K14-Cre; Ezh1^del/del^;Ezh2^flox/flox^) skin compared to control at E16. (F) FACS scheme for Merkel cell (MC) sorting. After gating on singlets and live cells, EpCAM-APC staining was used to gate on all epidermal cells and Atoh1-GFP labels Merkel cells. EpCAM-APC(+) Atoh1-GFP(-) cells were sorted as epidermal controls. (G) ChIP-qPCR showing significantly lower levels of H3K27me3 at Merkel genes, *Isl1*, *Sox2*, and *Atoh1*, in FACS-sorted Merkel cells compared to FACS-sorted epidermal cells. (Neuro, p = 0.0411; Olig1, p = 0.0200; Isl1, p = 0.0022; Sox2, p = 0.0194; Atoh1, p = 0.0050). (H) RT-qPCR showing specific expression of MC signature genes *Isl1*, *Sox2*, and *Atoh1* in FACS-sorted Merkel cells compared to FACS-sorted epidermal cells (*Isl1*, p = 0.0004; *Sox2*, p = 0.0004; *Atoh1*, p = 0.0004) (I) IF staining showing that Krt8(+) (K8) MCs have the H3K27me3 mark in P0 control Krt14(+) (K14) epidermis. Krt14(+) cells serve as a positive control for H3K27me3 staining. Quantification of H3K27me3 staining intensity (below) (Kruskal-Wallis test p<0.0001; MC vs. K14(+), n.s. p>0.05). (J) RT-qPCR in skin epidermal samples showing upregulation of Merkel cell genes *Isl1*, *Atoh1* and *Sox2* in EED cKO animals compared to control. The average of at least three animals is presented compared to Cre(-) siblings (WT) *(Isl1*, p = 0.0286; *Atoh1*, p = 0.0286; *Sox2*, p = 0.0286). (K) ChIP-qPCR analysis in skin epidermal samples from WT and EED cKO animals showing specific H3K27me3 signal at the *Isl1*, *Sox2*, and *Atoh1* promoters. *Actin* is used as a negative control, and *Neuro* and *Olig3* are used as positive controls. Dotted line shows the level of the negative region (all p<0.0001). Scale bars: (B,C,I): 25 μm; (D,E): 100μm.

If PRC2 does not alter the hair follicle microenvironment, how does loss of PRC2 result in ectopic Merkel cell formation? To start addressing this question, we first analyzed how PRC2-mediated repression is regulated in Merkel cells. We performed fluorescent activated cell sorting (FACS) and purified Atoh1-GFP(+) Merkel cells and Atoh1-GFP(-) epidermal cells (Fig 6F). We next subjected the isolated cells to chromatin immunoprecipitation assay followed by semi-quantitavie PCR (ChIP-qPCR) analysis to investigate the presence of PRC2-dependent repressive histone mark H3K27me3 at key Merkel cell differentiation genes, *Atoh1*, *Sox2*, and *Isl1* [26,29,43,52,53]. The analysis revealed the presence of H3K27me3 at *Atoh1*, *Isl1*, and *Sox2* in epidermal cells (Fig 6G), where these genes are silenced (Fig 6H). The level of this histone mark at the Merkel-specific genes was significantly reduced in Merkel cells (Fig 6G), where *Atoh1*, *Isl1*, and *Sox2* were expressed (Fig 6H). Interestingly, the reduction in PRC2-mediated repression in Merkel cells was not global. Indeed, while the expression of PRC2 subunits *Ezh2*, *EED*, and *Suz12* was reduced in Merkel cells, compared to the epidermis (S6B Fig), immunofluorescent studies revealed that at global levels, the H3K27me3 mark was not reduced in Merkel cells either during embryonic development, at E16, (S6C Fig) or at birth (Fig 6I). Thus, PRC2-mediated repression is relieved from the *Atoh1*, *Sox2*, and *Isl1* genes in Merkel cells.

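Eed, the targeted gene, was lower on every EED cKO array than on any control array. Its log2 ratio to the reference was -1.80 ± 0.17 (SD, n = 4) in EED cKO and -0.35 ± 0.13 (SD, n = 4) in control epidermis, and its log2 fold change was -1.46 (standard error 0.09, limma adjusted p = 2.12e-05). For Atoh1 the log2 ratio was 1.16 ± 0.15 (SD, n = 4) in EED cKO and 0.29 ± 0.14 (SD, n = 4) in control. The log2 fold change of Atoh1 was 0.87 (standard error 0.07, limma adjusted p = 0.000156), or 1.83-fold. Isl1 gave 0.90 ± 0.06 (SD, n = 4) in EED cKO and 0.07 ± 0.16 (SD, n = 4) in control, a log2 fold change of 0.83 (standard error 0.07, limma adjusted p = 0.000138), or 1.78-fold. The probes of Atoh1 and Isl1 were well above background on all 4 EED cKO arrays and on 2 of the 4 control arrays. The Sox2 probe was well above background on all 4 EED cKO arrays and on 0 of the 4 control arrays, so only a bound can be given, at least 1.31-fold higher in EED cKO. That bound sets the mean EED cKO signal against, per control array, the higher of the probe's own signal and the lowest signal of any probe well above background. It holds for the normexp and loess values only. With median centring the fitted change was 1.26-fold, below the bound. The fitted log2 fold change of Sox2 was 0.41 (standard error 0.08, limma adjusted p = 0.00713), and it was no longer below 0.05 without the dye term (adjusted p = 0.0635). For Atoh1, Sox2 and Isl1 alike, all 4 EED cKO arrays exceeded all 4 control arrays (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). The differences of these 3 genes passed the adjusted p but not the 2-fold limit. With the Feature Extraction log ratio, which moved them most, the changes were 8.21-fold for Atoh1, 7.72-fold for Isl1 and 9.61-fold for Sox2, all past the limit, though the size for Sox2 is not determined because its controls lie at background.

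**Figure D2:**
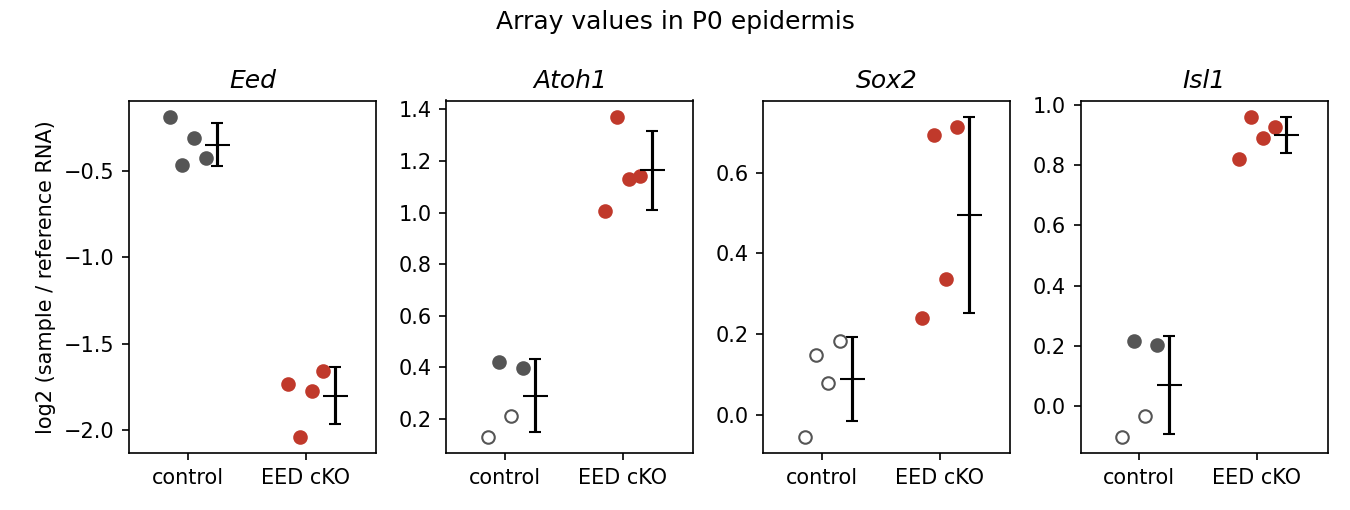
Log2 ratio of sample over reference RNA (vertical axis, a separate scale for each gene) on each of the 4 control and 4 EED cKO arrays. Points are arrays, filled where the probe was well above background and open where it was not, and bars are the mean ± SD. Eed is lower and Atoh1, Sox2 and Isl1 are higher on every EED cKO array than on any control array.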

Transcriptional profiling of EED-null neonatal epidermal cells revealed that loss of PRC2 results in derepression of *Atoh1*, *Sox2*, and *Isl1* (Figs 6J and S6A). This is in accordance with our previous data, which showed that loss of PRC2 results in derepression of *Sox2* and *Isl1* in the epidermis [29,30]. ChIP-qPCR confirmed the loss of PRC2-dependent H3K27me3 mark in the EED-null epidermis (Fig 6K). Together, these data indicate that loss of PRC2-mediated repression in the epidermis leads to upregulation of key Merkel cell differentiation genes.

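In the same arrays the keratins that mark Merkel cells were also higher in EED cKO epidermis. Krt20 had a log2 fold change of 1.12 (standard error 0.08, limma adjusted p = 7.08e-05) and passed the 2-fold limit, though not after median centring of the arrays, where it was 0.94. Krt8 rose by a log2 fold change of 0.65 (standard error 0.07, limma adjusted p = 0.000671) and Krt18 by 0.47 (standard error 0.08, limma adjusted p = 0.00381), which was not below 0.05 with median centring (adjusted p = 0.0684) or an intensity trend (adjusted p = 0.0960). All 4 EED cKO arrays lay above all 4 control arrays for each of these keratins, and all 8 arrays were well above background. Among 20 tested genes of a further list of Merkel cell genes, 16 were higher in EED cKO, with a median log2 fold change of 0.30, and 10 had an adjusted p below 0.05, all of them higher. Cck (log2 fold change 1.64, limma adjusted p = 0.00185) and Tubb3 (1.15, limma adjusted p = 0.00871) passed the 2-fold limit, but Tubb3 fell to 0.89 without EED cKO replicate 2, 0.95 without control replicate 4 and 0.98 with median centring. The arrays measured RNA of the whole epidermis, in which a gene can rise through more expression per cell or through more cells that express it. The paper shows ectopic clusters of Krt8(+) Merkel cells in newborn EED cKO epidermis (Fig 5A). From the rise of Atoh1, Sox2 and Isl1, together with the loss of H3K27me3 at these genes (Fig 6K), the paper concludes that key Merkel cell differentiation genes rise when PRC2-mediated repression is lost.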

These findings led us to hypothesize that PRC2 regulates the competent field of epidermal cells capable to differentiate into Merkel cells, but which requires inductive Shh signaling to fully differentiate into Merkel cells. To test this hypothesis, we generated EED Smo epidermis-conditional double-knockout mice (EED Smo 2cKO). If PRC2 regulates the competence of the epidermis to produce Merkel cells in response to Shh-dependent inductive signals, we predicted that the EED Smo 2cKO would have a significant reduction in Merkel cell specification. Indeed, neonate EED Smo 2cKO mice exhibited a highly significant decrease in the number of Merkel cells formed when compared to control and EED cKO epidermis, as in the Smo cKO (Fig 7A and 7B). There were no significant alterations in proliferation or apoptosis in the EED Smo 2cKO mice (Figs 7C, S7A and S7B).

**Fig 7:**
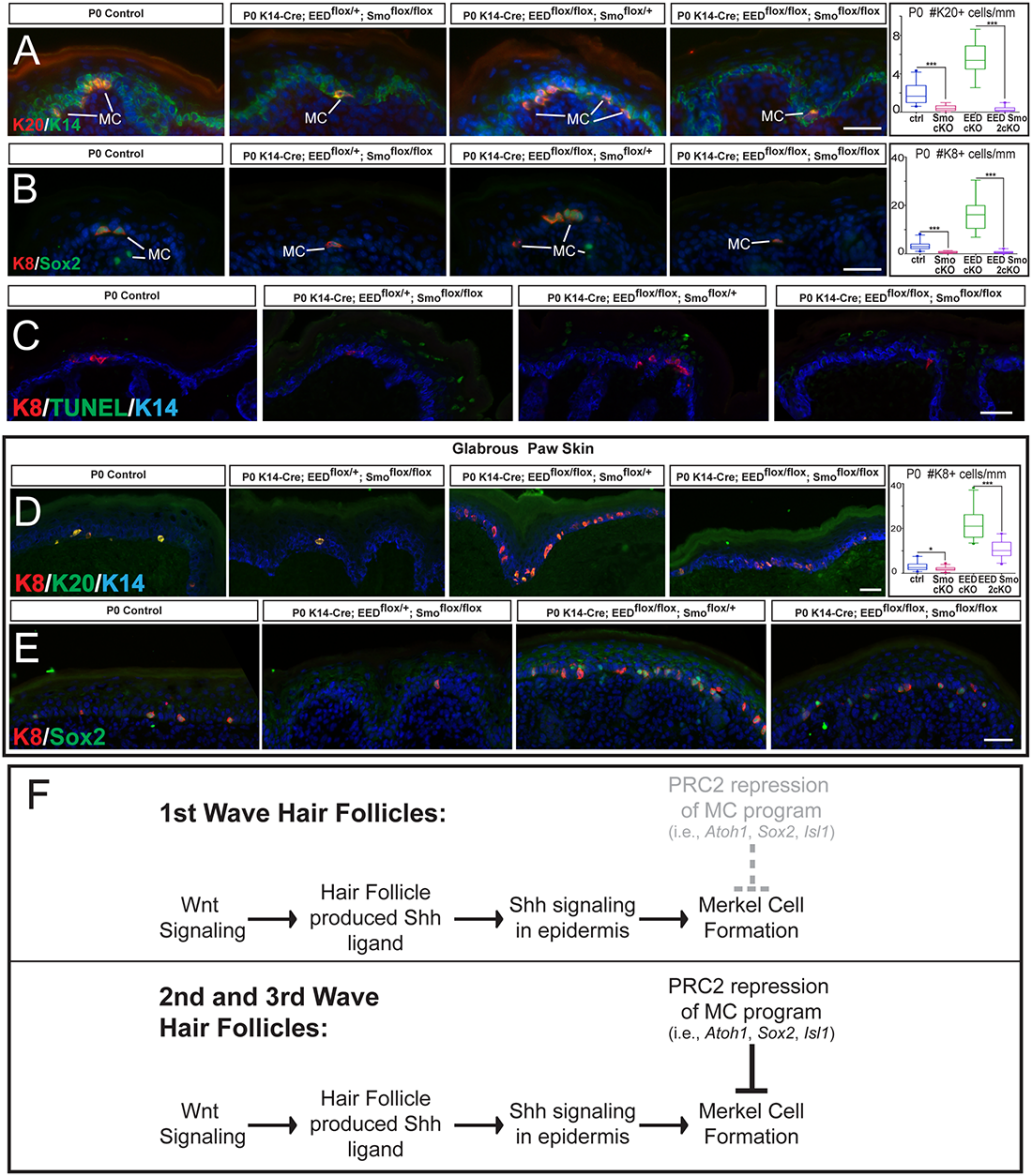
Concurrent loss of PRC2 and Shh signaling in the epidermis results in dramatically reduced numbers of Merkel Cells. (A-B) IF stainings for Merkel cell (MC) markers Krt20 (K20) (A), Krt8 (K8) (B), and Sox2 (B) show a dramatic reduction in the number of Merkel cells in P0 EED Smo epidermis-conditional double knockout (EED Smo 2cKO) (K14-Cre; EED^flox/flox^;Smo^flox/flox^) mice compared to control (ctrl) and EED cKO (K14-Cre; EED^flox/flox^; Smo^flox/+^) mice. Quantification of the number of Krt20(+) quantified to the right of A (ctrl vs. Smo cKO, p<0.0001; EED cKO vs. EED Smo 2cKO, p<0.0001). Quantification of number of Krt8(+) quantified to the right of B (ctrl vs. Smo cKO, p<0.0001; EED cKO vs. EED Smo 2cKO, p<0.0001). (C) TUNEL staining shows no increase in apoptosis in the Krt14(+) basal layer of P0 EED Smo 2cKO. Note that cells undergoing cornification in the suprabasal layers stain positive for TUNEL, as previously reported [33]. (D,E) IF stainings for Merkel cell markers Krt8 (D, E), Krt20 (D), and Sox2 (E) show that significantly fewer Merkel cells are present in the glabrous paw skin of P0 EED Smo 2cKO mice compared to EED cKO paws. Quantification of Krt8(+) cells (right panel of D) (ctrl vs. Smo cKO, p = 0.0317; EED cKO vs. EED Smo 2cKO, p<0.0001). (F) Schematic diagram of the signaling events regulating Merkel cell specification in first wave of hair follicle development. Hair follicle dependent intraepidermal signaling promotes Merkel cell specification. These signaling events also occur during second and third wave of hair follicle morphogenesis but these hair follicles do not harbor Merkel cells due to PRC2-mediated repression of Merkel genes. Scale bars: (A-E): 25 μm.

Finally, we analyzed the glabrous paw epidermis of EED Smo 2cKO mice. We observed that, while there are more Merkel cells in the EED Smo 2cKO mice than in the control and Smo cKO mice, there is a highly significant reduction in the number of Merkel cells when compared to EED cKO paws, which exhibit a dramatic increase in the number of Merkel cells (Fig 7D and 7E). This significant reduction in the number of Merkel cells in the EED Smo 2cKO paw epidermis was not due to increased apoptosis (S7C Fig).

Together, these data indicate that the loss of PRC2 leads to derepression of critical Merkel cell differentiation transcription factors and results in the expansion of the competent field of cells capable of producing Merkel cells. In the dorsal skin, ectopic Merkel cells arise only around hair follicles, which provide the local Shh signaling necessary for Merkel cell formation. While specification of Merkel cells in the glabrous paw epidermis has not yet been well characterized, intraepidermal Shh does appear to play a similar role in Merkel cell specification in this region as well (Fig 7F).

## Discussion

In this paper, we set out to determine the molecular mechanisms controlling the development of Merkel cells, mechanoreceptor cells involved in touch sensations. Our data show that in hairy skin, the primary hair follicles function as an essential niche required for Merkel cell formation. We show that defects in hair follicle development in β-Catenin cKO and Shh KO mice result in a complete absence of Merkel cells. Furthermore, we found that intraepidermal Shh signaling, initiated by the production of Shh ligand in the developing hairs, is required for Merkel cell specification. The importance of the signals produced by one skin lineage for the specification of another elegantly demonstrates the complex interplay between the developmental processes that assures proper skin patterning.

Since Shh is produced by all developing hairs and Shh signaling is associated with all hair follicle types, it is likely that there are developmentally regulated restrictive signals that function to ensure that the establishment of Merkel cells occurs solely around the primary hairs. Our data show that PRC2-mediated repression performs this function and restricts Merkel cell production to primary hairs. Indeed, loss of PRC2 in the epidermis results in ectopic Merkel cells that are localized around all hair follicle types. We show that loss of PRC2 does not alter hair follicle development [29,30] or the levels of Shh signaling in the skin epithelium. Instead, it leads to derepression of *Sox2*, *Atoh1*, and *Isl1*, which encode critical Merkel cell-specific transcription factors essential for Merkel cell differentiation [26,29,43,52,53]. These data indicate that the loss of PRC2 expands the field of epidermal cells that are capable of differentiating into Merkel cells. Accordingly, concomitant loss of PRC2 and Smo significantly reduces Merkel cell formation in comparison to loss of PRC2 alone, indicating that the enhanced potential to form Merkel cells observed in the PRC2-null skin requires inductive Shh signaling.

How does PRC2 restrict Merkel cell formation exclusively to primary hair follicles? One possibility is that a primary-hair-specific signal relieves PRC2-mediated repression from the Merkel cell differentiation genes, allowing for Merkel cell formation. It has been shown that abrogation of Eda/Edar signaling or Fgf20 in the skin specifically disrupts primary hair follicle development, suggesting that Eda/Edar- and/or Fgf20-dependent pathways could play a role in this process [54–57]. Although disruption of Eda/Edar signaling has been shown to result in Merkel cell loss [28], loss of expression of Merkel cell markers observed in Edar loss of function can be rescued by activation of Shh signaling (personal communication, I. Brownell), suggesting that Eda/Edar only regulates Merkel cell formation indirectly by activating Shh signaling. Additionally, Merkel cell formation is not significantly affected in mice that lack Fgf20 (personal communication, I. Brownell). Furthermore, while it has been proposed that the dermal papillae of different hair follicles are intrinsically different [58], recent studies have suggested that the hair types are not intrinsically different and can switch in the adult, in association with changes in the number of cells in the dermal papilla [59,60]. Together, these data suggest that a primary-hair-specific signal is not likely to be involved in relieving PRC2-mediated repression during development.

Alternatively, as the primary hair follicles are the first follicles to form, their unique association with Merkel cells might be due, instead, to temporal signals that modulate Polycomb repression during embryogenesis. As primary hair follicles form around E14, it is possible that PRC2-mediated repression of the Merkel cell differentiation program is more promiscuous at this time point, whereas at E16 and E18, when other hair types are formed, PRC2 repression is strong and represses the Merkel cell differentiation genes. The PRC2 complex has been shown to interact with the PRC1 complex, DNA methylation enzymes, and other repressive chromatin regulators [49,61]. Thus, PRC2 might recruit additional repressive complexes to Merkel cell differentiation genes at later developmental stages and lock them in the constrictively silenced state. The mechanisms controlling PRC2 activity in epidermal progenitors during development will be an exciting area of future investigation.

The identified role of PRC2 in repressing a differentiation program in epidermal progenitors is somewhat surprising, as the majority of studies of somatic stem cells have shown that PRC2 promotes proliferation and survival [49,61,62]. In embryonic stem cells, PRC2 has been shown to repress key differentiation genes; however, in contrast to our findings in epidermal progenitors, PRC2-null embryonic stem cells maintain their pluripotent state and do not undergo differentiation [49,61,63]. We show that PRC2 restricts the Merkel cell program in epidermal progenitors by targeting and repressing *Atoh1*, *Sox2*, and *Isl1* genes. Similar to what we find in epidermal progenitors, the *Atoh1* gene is targeted by the PRC2-dependent H3K27me3 mark in prosensory domain progenitors, which give rise to inner ear cells. Importantly, upon differentiation of these progenitors in nascent hair cells, there is a reduction of H3K27me3 at the *Atoh1* locus, which accompanies upregulation of *Atoh1* expression [26]. In this regard, it will be interesting to evaluate the role for PRC2 in controlling inner ear formation and to determine whether loss of PRC2 leads to upregulation of *Atoh1* expression and, possibly, ectopic hair cells.

Our studies showing that Merkel cell specification requires the developing hair follicles, which provide necessary inductive signals, illustrates the essential function of the hair follicle as a niche for Merkel cell formation. Stem cell niches have long been known to play essential roles in stem cell maintenance and survival, and regulation of stem cell activity. Importantly, niche dysfunction has been associated with stem cell aging and cancer [64]. Additional signaling pathways, including BMP and FGF, amongst others, that regulate the growth of the hair follicle [64] might also promote Merkel cell formation. Crosstalk between neurons and Merkel cells should also be further investigated. While innervation of hair follicles occurs at early stages of hair development and coincides with the appearance of Merkel cells [65], it has been shown that Merkel cells only become innervated after birth [27]. Furthermore, neuronal-derived Shh protein is not required for Merkel cell specification during development [66] and touch dome innervation occurs in the absence of Merkel cells [52]. In light of recent data showing that nerve-secreted Shh is required for the self-renewal and maintenance of adult touch domes [66,67], the interdependence of neuronal and Merkel cell morphogenesis should be further investigated.

While most of our studies were performed on murine dorsal skin, our findings on the importance of epidermal Shh signaling in promoting Merkel cell development, and of PRC2 in repressing Merkel cell formation hold true in glabrous skin, such as paw epidermis. Importantly, loss of Smo partially represses the expansion of Merkel cells observed in PRC2-null paws, suggesting that the two signaling events are interacting in similar ways in the glabrous to what we observe in the hairy skin. The identified general role for these molecular pathways in controlling Merkel cell formation might be important for understanding the development and homeostasis of Merkel cells in human skin, where Merkel cells are present in the interfollicular and glabrous epidermis, as well as in the outer root sheath of hair follicles [68]. Our data also show that while the epidermal Shh signaling is clearly important for the formation of Merkel cells in the paw epidermis, loss of Smo only partially reduces the number of Merkel cells in the glabrous skin, suggesting that other signaling pathways also regulate Merkel cell specification in this tissue.

Finally, understanding Merkel cell development and how this process is regulated by the local microenvironment might shed light on the mechanisms of the formation of Merkel cell carcinoma, a deadly disease for which there is no effective treatment [69]. Understanding how Merkel cell formation is regulated at a molecular level can, in the future, contribute to therapeutic strategies to treat Merkel cell carcinoma.

## Materials and Methods

### Ethics statement

All mice were housed and cared for according to Icahn School of Medicine at Mount Sinai (ISMMS)- and Institutional Animal Care and Use Committee (IACUC)-approved protocol LA11-0020. Dr. Millar and Dr. Cohen from The Center for Comparative Medicine and Surgery (CCMS) oversee all animal care at the ISMMS. For research purposes and in cases of veterinarian-monitored illness, we use carbon dioxide in accordance with the Panel on Euthanasia of the American Veterinary Medical Association to euthanize animals.

### Mice

All mice were housed and cared for according to MSSM and IACUC approved protocols. Ezh1^deleted^ and Ezh2^flox^ mice were previously reported [45]. EED^flox^ mice were provided by Weipeng Mu and Terry Magnuson [70]. Tcf/Lef:H2B-GFP mice were provided by Anna-Katerina Hadjantonakis [36]. Gli1^LacZ^, Ctnnb1^flox^, Smo^flox^, Shh^EGFPCre^, Atoh1-GFP, R26-rtTA, and Krt14-Cre mice were obtained from The Jackson Laboratory. Wild type C57BL/6 mice were obtained from Charles River Laboratories. Mice were genotyped by PCR using DNA extracted from tail skin. BrdU was administered as previously reported [51]. Briefly, BrdU was administered (50μg BrdU per 1g mouse weight) to mice or pregnant females 3–5 h before sacrificing [45].

### Immunofluorescence and immunohistochemistry

For immunofluorescence, tissues were collected from mice, embedded fresh into OCT, and subsequently cut into 10μm sections using a Leica Cryostat. Embryos collected after lentiviral infection for the Shh overexpression experiment were pre-fixed for in 4% PFA 1h at RT. Slides were fixed for 10 min (or 7 min for slides of Shh overexpression embryos) in 4% PFA and blocked for 1h or overnight in PBS-Triton with BSA/NDS. Primary antibodies were diluted in blocking solution and incubations were carried out for 1h or overnight, followed by incubation in secondary antibodies for 1h at room temperature. Slides were then counterstained with DAPI and mounted using antifade mounting media. Whole-mount immunofluorescence was performed as previously described [26]. Briefly, back skins were collected from newborn mice and placed in Dispase for 1h at 37°C, after which the epidermal portion was peeled from the dermis and fixed in 4% PFA for 2h. Skins were blocked overnight in PBS-Triton with BSA/NDS. Primary antibodies were diluted in blocking solution and incubations were carried out for 4h at room temperature, followed by incubation in secondary antibodies for 4h at room temperature. Skins were then counterstained with DAPI and mounted in antifade mounting media for imaging.

TUNEL stainings were performed using the Roche TUNEL kit (Roche, 11684795910) according to the manufacturer’s instructions.

β-Catenin immunohistochemistry was performed as previously described [71]. Briefly, after rehydration, paraffin-embedded tissues were subjected to antigen retrieval with 10mM citrate buffer pH 6.0 and then incubated overnight at 4°C with primary antibodies, using the M.O.M. kit (Vector Laboratories). Secondary anti-mouse coupled to HRP (1:100) (Vectastain ABC Kit Mouse IgG, Vector Laboratories PK-4002) was used for 1h at room temperature, and the staining was developed with the DAB Peroxidase Substrate Kit (Vector Laboratories SK-4100).

### Detection of β-Galactosidase activity and *in situ* hybridization

Tissues were collected from mice, embedded fresh into OCT, and subsequently cut into 10μm sections using a Leica Cryostat. For detection of β–Galactosidase activity, slides were fixed for 10 min in 4% PFA, washed with PBS, and incubated with 1 mg/ml X-gal substrates in PBS with 100mM NaPO_4_ 1.3 mM MgCl_2_, 3 mM K_3_Fe(CN)_6_, and 3 mM K_4_Fe(CN)_6_ overnight at 37°C. *In situ* hybridization for *Shh* and *Gli1* was performed using RNAscope probes and assays, according to the manufacturer’s instructions (Advanced Cell Diagnostics).

### Microscopy and quantification

Slides were imaged using a Leica DM6000 slide microscope and either 10x, 20x, or 40x objectives. Confocal microscopy was performed using a Leica SP5 DM and either 20x or 40x objectives. The quantification of Merkel cells per mm of skin was performed as described [29]. Briefly, the length of each section was measured and the number of positively stained cells was counted. Typical section lengths were between 7–14 mm. We counted a large number of Merkel cells in the controls conditions (>300 Krt8(+) cells) and then counted the number of Merkel cells in a similar length of skin for the each mutant line. Typically, at least 100 mm of skin were counted for each condition. The quantification of Merkel cell clusters was done using Leica LAS AF software; tile scan images of the dorsal skin where acquired and the number of clusters of ≥3 Krt8(+) cells per mm^2^ was quantified for different areas of the dorsal skin of at least 3 different individuals. Merkel cells in glabrous paw skins were quantified using Leica LAS AF software; 10x tile scan images of sections of the paws where acquired. The number of Merkel cells was quantified on the zoomed-in images and the length of the Krt14(+) epidermis was measured on the large-scale tiled images, using the Leica LAS AF software and ImageJ software. PH3(+) cells were quantified using a fluorescence microscope. The length of each section was measured and the number of positively stained cells was counted. Whenever it was ambiguous whether a PH3(+) cells was in the epidermis, an image with Krt14 counter staining was acquired. For the Shh overexpression experiment, PH3(+) cells where quantified using Leica LAS AF software; the number of PH3(+) cells were quantified on images and the area of Krt14(+) epidermis was measured using ImageJ software. BrdU(+) cells where quantified using Leica LAS AF software; nuclear DAPI staining was used to quantify the total number of cells and the % of BrdU(+) cells was calculated. *Gli1(+)* cells were quantified in the same manner. Fluorescence intensity was calculated from at least three raw, single-channel greyscale images per condition using Leica LAS AF software. Staining in different skin cell populations was compared to background levels of fluorescence, which were measured as non-nuclear areas of the skin and areas outside of the skin in the same image.

### Statistics

In all column bar graphs, mean value ± one standard deviation is presented. Box-and-whisker plots show first to third quartiles around the median, with whiskers showing 5%-95% range and outliers presented as individual data points. All quantifications were performed on multiple cell populations from different animals. To determine the significance between control and EED cKO in the ChIP-qPCR experiment in Fig 6K, an unpaired t-test was used. To determine the significance between two groups in all other experiments, the Mann-Whitney test was performed (GraphPad Prism 5). To determine the significance between more than two compared groups, the Kruskal-Wallis test was performed with the Dunn’s Multiple Comparisons post test (GraphPad Prism 5). For all statistical tests, the p<0.05 level of confidence was accepted for statistical significance, and actual p-values (to four decimal places) were provided in the figure legends.

### Antibodies

Antibodies were used as follows: Krt14 (generous gift of Julie Segre, National Human Genome Research Institute, MD, USA, 1:20,000); Krt8 (Developmental Studies Hybridoma Bank, TROMA-1, 1:500); Krt18 (abcam, ab668, 1:100); Krt20 (Dako, M7019, 1:70); Sox2 (Stemgent, 09–0024, 1:150); Isl1 (abcam, ab109517, 1:250); GFP (abcam, ab13970, 1/1000); Krt5 (generous gift of Elaine Fuchs, The Rockefeller University, NY, USA, 1:500); Phospho-histone H3 (Upstate, 06–570, 1/1000); BrdU (abcam, ab1893, 1:250); Integrin α8 (Santa Cruz, sc-30982, 1:100); Activated Caspase 3 (R&D, AF835, 1:250); β-Catenin (BD Biosciences, 610153, 1:100); H3K27me3 (Millipore, 07–449, 1:300). For IF, secondary Abs coupled to Alexa 488, 549 or 649, were from Jackson Laboratories (1:1000); E-cadherin (Invitrogen, 131900, 1/2000). For immunohistochemistry, secondary anti-mouse coupled to HRP was used (Vectastain ABC Kit Mouse IgG, Vector Laboratories PK-4002).

### Merkel cell sort purification

Newborn back skins from Atoh1-GFP mice were dissected and incubated overnight in 1.26U/ml dispase (Invitrogen) at 4°C. The epidermis was gently peeled from the dermis and incubated for 15 min with 0.25% Trypsin, 2.21 mM EDTA (CORNING). Epidermal cells were washed with PBS and stained with 1:400 EpCAM-APC Antibody (BioLeged 118214) at room temperature for 15 min. Merkel cells were sorted at low pressure using the ARIA sorter (BD) as Atoh1-GFP(+) EpCAM(+). As a control, EpCAM(+) GFP(-) epidermal cells were collected. DAPI was used as a live/dead exclusion dye.

### RNA extraction and analysis

Newborn back skins were incubated overnight in 1.26U/ml dispase (Invitrogen) at 4°C. The epidermis was gently peeled from the dermis and washed with phosphate-buffered saline (PBS). Epidermal cells were dissociated by treatment with 0.25% Trypsin, 2.21 mM EDTA (Corning) for 15 minutes, and dissociated keratinocytes were washed with PBS and lysed in RLT Plus buffer (QIAGEN). FACS purified Merkel and epidermal cells were collected in RLT Plus buffer (QIAGEN). RNA was purified with the RNeasy Plus mini Kit (QIAGEN) according to the manufacturer's instructions. For semi-quantitative analysis, reverse transcription was performed using qScript (Quanta) Superscript Supermix, and qPCR was performed using Roche SYBR green reagents and a Lightcycler480 machine. All primers are listed in S1 Table.

### Two-color microarray-based gene expression analysis

RNA samples were amplified and labeled using the Low Input Quick Amp Labeling Kit (Agilent Technologies, USA) according to manufacturer's instructions. In brief, 100ng of total RNA from each sample was used to prepare Cyanine-3 (Cy3)-labeled cRNA for hybridization. The Universal Mouse Reference RNA (Agilent Technologies) was Cyanine-5 (Cy5)-labeled and used as an internal control, with dye swaps between samples and reference. The RNA Spike-In kit (Agilent Technologies) was used as an external control to monitor the microarray workflow and accuracy.

For microarray hybridization, 300ng of labeled sample was fragmented and hybridized against 300ng of labeled Universal Mouse Reference RNA on SurePrint G3 Mouse GE 8X60K microarrays (Agilent) for 17 hours at 65°C in a rotating hybridization oven (Agilent). Following hybridization, microarrays were washed with GE wash buffer 1 (Agilent) for 1 min at room temperature and with GE wash buffer 2 (Agilent) for 1 min at 37°C. Microarrays were scanned using a SureScan Microarray Scanner (Agilent Technologies). The scanned images were analyzed with Agilent Feature Extraction v12.0.1.1 and GeneSpring v13.0 software (Agilent Technologies). Statistical analysis was carried out using an unpaired t-test and genes with a p-value <0.05 and an absolute fold change ≥2 were considered significantly differentially expressed.

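With limma, 282 genes and other targets had an adjusted p below 0.05 and at least a 2-fold change, 257 higher and 25 lower in EED cKO. Of these, 241 carried a gene symbol. Without the fold limit, 5053 passed, 2751 higher and 2302 lower. The methods' t-test on the same values gave 279 at the paper's thresholds and 177 after Benjamini-Hochberg adjustment. Apart from dropping the fold limit, the setting that moved the count most was the Feature Extraction log ratio, with 698. The division into higher and lower also moved, to 592 and 106 there and to 156 and 57 with median centring. With an array left out, 222 to 291 were higher and 15 to 41 lower. The 5 largest rises among genes with a symbol and with groups that did not overlap were those of Zic1, Hoxb13, Pitx1, Cdkn2a and Nts. Zic1 had a log2 fold change of 4.40 (standard error 0.14, limma adjusted p = 3.88e-07), but its other probe gave 0.17, and 1 of the 4 control arrays was well above background. Hoxb13 was well above background on 0 of the 4 control arrays and was at least 15.9-fold higher in EED cKO. Pitx1 rose by 3.79 on the log2 scale (standard error 0.19) and Nts by 3.65 (standard error 0.19). Cdkn2a rose by 3.67 (standard error 0.09), with 1.14 from its other probe. The largest falls after Eed were smaller, with log2 fold changes of -1.33 for Hoxa2, -1.29 for Ackr2, -1.29 for Hoxb2 and -1.21 for Hoxc4. Ackr2 had the widest standard error of these, 0.30, and it fell short of the 2-fold limit without control replicate 3 (-0.93) or with median centring (just under it) and of the adjusted p without EED cKO replicate 3 (0.0509) or 4 (0.0564).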

For the construction of the heatmaps, Log2 normalized expression values generated by the GeneSpring software were used for control and EED cKO samples. Fold changes were then generated between the control and EED cKO average expression levels to demonstrate differences in the expression values between the two conditions. Known genes of signaling pathways involved in hair follicle morphogenesis and skin development (Wnt, Shh, FGF, BMP, and Notch signaling) [72], as well as Merkel cell-specific genes were mined from the KEGG database. Expression values for these genes were selected from the data and used for the construction of the heatmaps. Individual heatmaps were built with the R package ggplot2.

The microarray data for this publication were deposited in NCBI’s Gene Expression Omnibus [73] and can be viewed using GEO Series accession number GSE83244 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83244).

### Chromatin immunoprecipitation

ChIP assays were performed as described [74]. Merkel cells and epidermal control cells were obtained by FACS purification and total epidermal cells were obtained from P0 back skin after dispase treatment, followed by tripsinization of the epidermis. Cells were cross-linked with 1% formaldehyde/PBS solution for 10 min at room temperature. After fixation was stopped with 125mM Glycine, nuclei were extracted in lysis buffer [50mM HEPES (pH 7.5), 140mM NaCl, 1mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X100] with protease inhibitors (Complete, Roche). Before ChIP, nuclei were resuspended in sonication buffer [10mM Tris-HCl (pH 8), 200mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% Na-deoxycholate, 0.5% N-laurylsarcosine, 1% Triton X100], lysed, and sonicated with Bioruptor (Diagenode, UCD-200) according to a 30x regimen of 30 sec. sonication followed by 30 sec. rest at 2.7°C to solubilize and shear cross-linked DNAs. After centrifugation, the supernatant was incubated overnight at 4°C with 40μl of Dynal Protein G magnetic beads (Invitrogen), which had been pre-incubated with 4μl of the H3 or H3K27me3, antibodies. After ChIP, samples were washed with low salt, high salt, LiCl, and Tris-EDTA buffers for 10 min at 4°C. Cross-linking was reversed by overnight incubation at 65°C, followed by RNase A and proteinase K treatment. Samples were purified with ChIP DNA Clean & Concentrator columns (Zymo Research). All qPCR was performed using Roche SYBR green reagents and a Lightcycler480 machine, and the percentage of input recovery was calculated. For histone marks, the histone modifications signal was calculated based on the bulk histone signal. All primers are listed in S1 Table.

### In utero injections

Ultrasound-guided lentiviral injection procedures have been previously described [75]. In brief, R26-rtTA male mice were mated to CD1 female mice to generate R26-rtTA embryos for Shh lentiviral injection. A high-titer (>10^9^ CFU) inducible Shh overexpression lentiviral construct (LV-TRE-Shh-PGK-H2B-RFP) [76] was used to perform microinjections into the amniotic cavities of E9 embryos. E9 timed pregnant mice were anesthetized with 2.5% isoflurane and 1% oxygen, and then positioned on a mouse platform (Integrated Rail System, VisualSonics). A midline incision was performed, and uterine horns were gently exteriorized through the incision and carefully drawn through a ParafilmH flap in the bottom of a sterilized petri dish. Four to five embryos were injected using a micropipette, with 1 μl of Shh overexpression lentivirus for each embryo, and the uterine horn was reinserted into the peritoneal cavity. The abdominal wall and skin were closed with sutures. Expression of the viral construct was induced at E12 by gavage treatment of 200μl doxycycline (10 mg/ml in sterile water, Sigma-Aldrich) to the mice that were pregnant with the injected pups. The pregnant mice were then fed doxycycline chow (200 mg/kg, Bio-Serv) for 5 days. Shh o/exp and control embryos were collected at E17 and fixed with 4% PFA for 1 h. Fixed embryos were washed five times with PBS and embedded in OCT for further analysis.

### Accession numbers

Microarray data have been deposited into the GEO database with accession number GSE83244.

## Supporting Information

S1 Fig Loss of Wnt/β-catenin signaling abrogates hair follicle development and Merkel specification. (A) Hematoxylin and Eosin staining shows that hair follicles are completely absent in the skin of P0 β-cat cKO (K14-Cre; Ctnnb1^flox/flox^) mice. (B) IF for β-cat showing that β-cat protein is not present in the epidermis (epi) in β-cat cKO mice, but is still present in the dermis (der). (C) IF stainings for Merkel cell markers Krt8 (K8) and Isl1 show a complete absence of Merkel cells in P0 β-cat cKO mice compared to control (ctrl). (D) IF staining for the proliferation marker Phospho-Histone H3 (PH3) shows no change in proliferation in the skin of P0 β-cat cKO mice. Quantification of number of PH3(+) cells in control and β-cat cKO P0 skin (right panel of D) (p = 0.7949). (E) IF staining for Activated Caspase 3 (Casp3) shows no defects in apoptosis in P0 β-cat cKO mice compared to Control. Scale bars: (A): 100μm; (B-E): 25 μm.
(TIF) Click here for additional data file.

S2 Fig Shh signaling is required for Merkel cell formation. (A) *In situ* hybridization for *Shh* RNA shows loss of *Shh* expression in E16 Shh KO (Shh^EGFPcre/EGFPcre^) mice compared to control (ctrl). (B) Hematoxylin and Eosin staining shows that hair follicles are arrested at the placode stage in the skin of E18 Shh KO mice. (C) IF staining for the proliferation marker Phospho-Histone H3 (PH3) shows no defects in proliferation in the skin of E18 Shh KO mice. Quantification of number of PH3(+) cells (right panel of C) (p = 0.8052). (D) IF staining for Activated Caspase 3 (Casp3) shows no alterations in apoptosis in the skin of E18 Shh KO mice compared to control. (E) IF staining for Merkel cell markers Krt8 (K8) and Isl1 shows a complete absence of Merkel cells in E16 Shh KO mice compared to control. (F) IF staining for Activated Caspase 3 (Casp3) shows no alterations in apoptosis in the skin of E16 Shh KO mice compared to control. (G) *In situ* hybridization for *Shh* RNA showing loss of Shh expression in the epidermis of P0 Shh cKO (K14-Cre; Shh^flox/flox^) mice when compared to control. (H) IF staining for Merkel cell markers Krt8 (K8) and Krt18 (K18) shows a complete absence of Merkel cells in P0 Shh cKO mice compared to control. (I) IF staining for the proliferation marker Phospho-Histone H3 (PH3) showing no defects in proliferation in the skin of P0 Shh cKO mice. Quantification of number of PH3(+) (right panel of I) (p = 0.1871). (J) IF staining for Activated Caspase 3 (Casp3) showing no defects in apoptosis in the skin of P0 Shh cKO mice. Scale bars: (A, B, G): 100μm; (C-F, H-J): 25μm.
(TIF) Click here for additional data file.

S3 Fig Shh signaling activity in the epidermis is required for Merkel cell formation. (A) Hematoxylin and Eosin (H&E) staining showing that hair follicles develop abnormally in P0 Smo cKO (K14-Cre; Smo^flox/flox^) mice. (B) IF staining for the proliferation marker Phospho-Histone H3 (PH3) showing no defects in proliferation in the skin of Smo cKO mice compared to control (ctrl). Quantification of the number of PH3(+) (right panel of B) (p = 0.3555). (C) IF staining for Activated Caspase 3 (Casp3) showing no increase in apoptosis in the skin of P0 Smo cKO mice. (D) Hematoxylin and Eosin staining showing that hair follicles develop abnormally in the skin of P9 Smo cKO mice compared to control. (E) TUNEL staining showing no defects in apoptosis in the Krt14(+) cells P9 Smo cKO skin. Note that cells undergoing cornification stain positive for TUNEL, as reported previously [33]. (F) IF staining for Merkel cell marker Krt8 (K8) showing a significantly lower number of Krt8(+) cells in P9 Smo cKO skin compared to control. Quantification of Krt8(+) cells (right panel of F) (p<0.0001). (G-H) IF staining for Activated Caspase 3 (G) and TUNEL staining (H) showing no defects in apoptosis in E15 Smo cKO skin compared to control. (I,I’) X-gal staining in mice expressing Gli1-LacZ showing that, at E15, Gli1 is expressed in the developing hair follicles, as well as in the epidermis and dermis surrounding the hair follicles. (J,J’) *In situ* hybridization for *Gli1* RNA confirming that *Gli1* is expressed in the developing hair follicles, as well as in the epidermis and dermis surrounding the hair follicles at E16. Scale bars: (A, D, I, J): 100μm; (B-C, E-H, I’, J’): 25 μm.
(TIF) Click here for additional data file.

S4 Fig Quantification of Merkel cells in glabrous paw epidermis. (A) Tile-scan images of paw sections used for Merkel cell quantification in the glabrous paw skin. Krt14(+) (K14) cells were used to quantify the length of the skin in mm, and the number of Krt8(+) (K8) Merkel cells per mm of glabrous paw skin was quantified in magnified images. (B) TUNEL staining showing no defects in apoptosis in the paws of P0 Smo cKO mice compared to control tissue. Note that cells undergoing cornification in the suprabasal layers stain positive for TUNEL as reported previously [33]. Scale bars: (A, A’): 100μm; (A and A’ magnified images, B): 25 μm.
(TIF) Click here for additional data file.

S5 Fig Loss of PRC2 results in ectopic formation of Merkel cells around all hair follicle types. (A) Hematoxylin and Eosin staining showing that hair follicle development is unaffected in the neonatal P0 skin of Ezh1/2 2KO (K14-Cre; Ezh1^del/del^;Ezh2^flox/flox^) and EED cKO (K14-Cre; EED^flox/flox^) compared to control (ctrl). (B) All hair types can have adjacent Merkel cells (MC) in P0 Ezh1/2 2KO. IF staining for Sox2 and integrin α8 (α8) is used to label the dermal papillae (dp) of different hair follicle types. The dp of first (left) and second (middle) wave hair follicles is Sox2(+), and the two types of hair follicles can be discriminated by size. The dp of the third (right) wave hair follicles is Sox2(-)/α8(+), and these hair follicles are very short at P0. IF staining for Sox2 identifies early-specified Merkel Cells (MC) and Krt20 (K20) identifies mature Merkel cells in the epidermis, which is labeled with E-Cadherin (ECad). (C) IF staining for BrdU shows no significant change in proliferation in the developing interfollicular epidermis (IFE) and hair follicles (HF) in E16 Ezh1/2 2KO and EED cKO compared to control. Quantification of the percentage of BrdU(+) cells in the interfollicular epidermis and hair follicles of E16 control, Ezh1/2 2KO, and EED cKO is presented on the right (IFE, p = 0.9361; HF, p = 0.5707). Scale bars: (A): 100 μm; (B,C): 25 μm.
(TIF) Click here for additional data file.

S6 Fig Loss of PRC2 does not affect the hair follicle microenvironment. (A) Genes of signaling pathways involved in hair follicle morphogenesis and skin development (Wnt, Shh, FGF, BMP, and Notch signaling) [72], as well as Merkel cell-specific genes were mined from the KEGG database. The expression levels of these genes in P0 control and EED cKO (K14-Cre; EED^flox/flox^) skin epithelium (compared to the Universal Mouse Reference RNA) as well as the fold change between the two conditions are represented in heatmaps. (B) RT-qPCR showing significantly less expression of PRC2 subunits *Ezh2*, *EED*, and *Suz12* in P0 Merkel cells compared to control epidermis (Ezh1, p = 1.0000; Ezh2, p = 0.0011; EED, p = 0.0117; Suz12, p = 0.0041). (C) IF staining showing that Krt8(+) (K8) MCs have the H3K27me3 mark in E16 control Krt14(+) (K14) epidermis. Krt14(+) cells serve as a positive control for H3K27me3 staining. Quantification of H3K27me3 staining intensity (right panel of C) (Kruskal-Wallis test p<0.0001; MC vs K14(+), n.s. p>0.05). Scale bars: (C): 25 μm.
(TIF) Click here for additional data file.

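Among the pathway genes that the paper also measured by RT-qPCR, the array values were mostly lower in EED cKO. In the paper's RT-qPCR, Shh was slightly reduced, and Wnt10b and Sp5 also had p below 0.05 (Mann-Whitney test, Fig 6A). Its ratios, read by eye, were about 0.56 for Shh, 0.53 for Wnt10b and 0.55 for Sp5, and the array ratios were 0.580, 0.585 and 0.609. Gli2 went the other way, at about 1.4 by RT-qPCR and 0.617 on the arrays. Shh had a log2 fold change of -0.79 (standard error 0.13, limma adjusted p = 0.00377), with all EED cKO arrays below all control arrays. Gli2 was lower by a similar amount, at -0.70 (standard error 0.11, limma adjusted p = 0.00278). Gli3 was at -0.46 (limma adjusted p = 0.0219), and it was not below 0.05 without the dye term (adjusted p = 0.230), in the sample channel alone (adjusted p = 0.0678, a setting chosen after seeing the data), or without replicate 2 or 4 of either genotype. Ptch1, at -0.42, did not pass (limma adjusted p = 0.0542), though it did in 6 of 23 alternatives, and Gli1 did not differ (0.0078, standard error 0.11, limma adjusted p = 0.970), with a sign that changed with the normalization. Of the Wnt pathway genes, Axin2 (-0.84), Wnt10b (-0.77), Wnt3 (-0.74) and Sp5 (-0.72) had limma adjusted p-values of 0.00121, 0.000540, 0.00736 and 0.00134, while the other probe of Axin2 gave -0.21. Under the Feature Extraction log ratio and the deposited log2 ratios Wnt3 (-0.25, limma adjusted p = 0.532) and Sp5 (-0.28, limma adjusted p = 0.294) no longer differed. Wnt10a was at -0.58 (limma adjusted p = 0.00778). Wnt4 (-0.20), Wnt7a (-0.48) and Wnt7b (-0.36) did not pass, with limma adjusted p-values of 0.0785, 0.0737 and 0.0731, though each did in 4 of 23 alternatives. Tcf3 and Tcf4 are left out here, since it is unclear which genes these names stand for. Dkkl1 differed little between the genotypes (0.13, standard error 0.20, limma adjusted p = 0.676), again with a sign that changed with the normalization. None of these genes reached a 2-fold change, apart from Shh and Gli2 under the Feature Extraction log ratio and the deposited log2 ratios.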

S7 Fig Concurrent loss of PRC2 and Shh signaling in the epidermis results in dramatically reduced numbers of Merkel cells. (A) IF staining for the proliferation marker Phospho-Histone H3 (PH3) showing no alterations in proliferation in the skin of P0 EED Smo 2cKO (K14-Cre; EED^flox/flox^;Smo^flox/flox^) mice compared to control (ctrl) epidermis. Quantification of the number of PH3(+) cells (right panel of A) (p = 0.3517). ((B) IF staining for Activated Caspase 3 (Casp3) showing no defects in apoptosis in the dorsal skin of P0 EED Smo 2cKO mice compared to control or EED cKO (K14-Cre; EED^flox/flox^;Smo^flox/+^) mice. (C) TUNEL staining showing no defects in apoptosis in the glabrous skin of P0 EED Smo 2cKO mice compared to control or EED cKO paws. Note that cells undergoing cornification stain positive for TUNEL as reported previously [33]. Unless otherwise indicated, all epidermis represented is dorsal skin. Scale bars: (A-C): 25 μm.
(TIF) Click here for additional data file.

S1 Table List of primers used in this study. (DOCX) Click here for additional data file.

# Supplementary material for: Polycomb-Mediated Repression and Sonic Hedgehog Signaling Interact to Regulate Merkel Cell Specification during Skin Development
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006151. doi: 10.1371/journal.pgen.1006151
**Supplement:** S1 Table

**S1 Table**

List of real time qPCR primers used for expression and ChIP analyses. All sequences are listed in the 5’ to 3’ direction. Expression primers were used at 0.5 M for 40 cycles at 60 C. ChIP primers were used at 0.5 M for 45 cycles at 60 C.

**Expression primer sequences**

| **Primer** | **Forward** | **Reverse** |
| --- | --- | --- |
| Sox2 | TTTTGTCCGAGACCGAGAAG | CTCCGGGAAGCGTGTACTTA |
| Atoh1 | GATGGCACAGAAGGACCTGT | TGGCCTCATCAGAGTCACTGTA |
| Isl1 | GAGGGTTTCTCCGGATTTGG | GCGCATTTGATCCCGTACAA |
| PPIB | GTGAGCGCTTCCCAGATGAGA | TGCCGGAGTCGACAATGATG |
| Ezh1 | AGTGGATGCTACCCGGAAAGG | CCCAATGCGGTGATCTCCAT |
| Ezh2 | CAACCCGAAAGGGCAACAAA | AGCAAAGATGCCTATCCTGTGGTC |
| EED | GACCCAAACCTTCTCCTGTCA | TTCATCTCTGTGCCCTTCCA |
| Suz12 | AACTCGAAATCTTATCGCACCAA | TGCAAATGTGCAGACAAGCTAT |
| Gli1 | CTCAGCCCCTCTCCACAGT | CGCTGCTGCAAGAGGACT |
| Gli2 | GACAGCGGGGGCAGAAGTC | TCAGCCTCCCCATGGTTATCTC |
| Gli3 | CCAAGGGGTAACAGGTCCAC | CCACGGGATGCGTACTTACA |
| Shh^+^ | ACGAGGATGGAGCCTGTAGTTTGT | GGGTGTGTGTGGCACGCTTTATTT |
| Patch1 | AAAGAACTGCGGCAAGTTTTTG | CTTCTCCTATCTTCTGACGGGT |
| Wnt3 | GGGCGGCTTCTTTCTCAACTAA | ACAGAATCTCGCCATGGTCTTGT |
| Wnt4 | CTGGAGAAGTGTGGCTGTGA | GGACGTCCACAAAGGACTGT |
| Wnt7a | CCGGGAGATCAAGCAGAAT | TACAGGAGCCTGACACACCA |
| Wnt7b | AGTGCCAGCACCAGTTCC | CCGTGATGGCATAGGTGAAG |
| Wnt10a | GACTCCACAACAACCGTGTG | CCTACTGTGCGGAACTCAGG |
| Wnt10b^+^ | GAACAGCTCTGGGGGTGTAG | GTTCTGGGCTGTAGTGGAGG |
| Fzd10 | GGCTTTGTGGCTTTATTCCA | GAGGGAGAAGACCCCTATGC |
| Tcf3 | CATCCTGGGGCCTTCTCACTTC | GGAGCCGGGGCAACCAGTG |
| Tcf4 | GCCACCTGCGCCCGAGAAT | CACCCGGCCATCGTCACAC |
| Dkkl1^+^ | CCCATGGACTTCCGAGACCTT | CGGGGGCTCTTTTGCTTCTAC |
| Axin2 | AGGAGCAGCTCAGCAAAAAG | CTTCGTACATGGGGAGCACT |
| Sp5 | CGTGAAGACGCACCAAAATA | AGATGTCTTGGGCAGGAGTG |
| Ccnd1 | CCCCAACAACTTCCTCTCCT | TCCAGAAGGGCTTCAATCTG |

+ FROM: Sennett, R., et al. An Integrated Transcriptome Atlas of Embryonic Hair Follicle Progenitors,

Their Niche, and the Developing Skin. Developmental Cell 34, 1-15 (2015).

**ChIP primer sequences**

| **Primer** | **Forward** | **Reverse** |
| --- | --- | --- |
| Sox2 | TGGCCGAATGATTAATAACG | CGTTCTGGCAACAAGTGCTA |
| Isl1 | TTTAAGGCAAAGGTGCACTG | CCTGCTCACGCCTTCATACT |
| Atoh1 | TCAGAATGGAAACAATCATACCAGA | GTTCCCATCGGGATGAGCTA |
| Neuro1 | TCCACTCCCACATGTTCCTT | AACCACCCTTCAAATTCTTCC |
| Olig3 | ACCATCAGGAGAGTCGTCTGAACT | GAAGATCCTGCTCCGACAGCT |
| Chr3 | AACCACCCTTCAAATTCTTCC | GCCCACTGCTATAATTAGGAAGGA |
| Chr5 | CCCTCATCACAGACCCACTTCT | GTGGGAGTGGATGTATCTCTGACTT |
| Actin | GAGGCCGGTGAGTGAGCGAC | TGCGCCGCCGGGTTTTATAGG |

How the deposited data were processed for this re-analysis (not part of the article)

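RNA from P0 back skin epidermis of 4 EED cKO and 4 control mice was measured on 8 Agilent mouse expression arrays against Universal Mouse Reference RNA, with dyes swapped on 2 of the 4 arrays of each genotype. Genotype, replicate number and dyes were taken from the sample labels and the paper's methods.

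The authors scanned the arrays and deposited for each one the Agilent Feature Extraction output, which holds the spot and local background intensity of each channel without normalization, flags for spots above background, and a log10 ratio of Cy5 over Cy3 that the software computed after its own background subtraction and dye normalization. They also deposited a table of log2 ratios. For probes with 1 spot these deposited log2 values were within 1e-05 of the log2 ratio of sample over reference computed from the processed signals of the same array, with the swapped arrays turned the same way and no centring. The Feature Extraction log ratio and the deposited table are therefore nearly the same values. The log ratio is set to 0 where neither channel gave a measurable signal, on 9.35% to 13.1% of probes per array.

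The fit was planned on the mean spot signal. The median spot signal was used instead, because the columns used here hold medians. Background was corrected by normexp with an offset of 50 on all spots, control spots and spots with an outlier flag were left out, each array was normalized by loess, and the spots of a probe were averaged. Probes were named through RefSeq accessions of the GRCm38.p6 annotation, which matched 28026 of the 29796 probes named by such an accession. The array design was annotated on an older build, so no coordinates are given. Of 36799 genes and other targets, 23202 passed the filter of a probe well above background in the sample channel on at least 3 of 4 arrays of a genotype, and 61 missing values were filled with the group mean. Without a gene symbol there were 8225 of them.

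Genotypes were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, genotype plus dye) and Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p below 0.05 and at least a 2-fold change. A group whose probe was well above background on no array gives only a bound, open to dye bias only as far as the balanced dye swaps leave it. Lists of genes were tested with camera (preset correlation 0.01), camera with the correlation estimated, and fry. Single genes were also compared by exact permutation of the 8 arrays. On simulated arrays with 200 genes of 23202 made 3-fold different between 4 EED cKO and 4 control arrays, 191 and 185 were recovered in 2 simulations, and 0 others were called. The 200 genes were drawn only from probes above a signal cutoff, so the recovery says nothing about dim genes. The median log2 signal of Atoh1, Sox2 and Isl1, 6.46, lay below that cutoff.

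The rule for the genes named in the text was fixed before the data were examined. It takes the 5 largest rises and 5 largest falls among changed genes with a symbol whose groups did not overlap, the genes the paper names, the changed genes of the 5 pathway lists, and up to 3 changed genes from each of the other lists. Not every gene that the paper names is reported. Ctnnb1, Ezh1, Ezh2, Suz12, Tcf3, Tcf4, Tcf7l1, Eda, Edar and Fgf20 were tested but are left out of the text, as are genes that did not pass the filter and a gene that is not reported here. Further genes named as members of a list or as markers were chosen after their values were seen. The other lists were Merkel transcription factors, Merkel keratins, other Merkel cell genes, Hox genes, developmental transcription factors, cell cycle inhibitors, PRC2 subunits, epidermal terminal differentiation, basal epidermis, hair shaft and inner root sheath, imprinted genes, Y-linked genes, Xist, and markers of 8 other cell types, namely dermal fibroblasts, skeletal muscle, erythroid cells, melanocytes, immune cells, endothelial cells, Schwann cells and neurons, and adipocytes.

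Samples with the same replicate number deviated together. The correlations of their deviations from the group means across genes were 0.49, 0.68, 0.33 and 0.36, and 0.13 and 0.45 after removal of the dye. The labels do not say what the number stands for. Here it also marks the column of the slide and the dye.

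The alternatives tried were no background correction, the Feature Extraction log ratio, the deposited log2 table, median centring in place of loess, Aquantile normalization between arrays, no filter or a stricter filter on dim probes, other treatments of several probes per gene, no dye term, the replicate number as a block, array weights, an intensity trend, the methods' t-test, no fold limit, and each array left out in turn. Quantile normalization of the log ratios and the sample channel alone were added after seeing the data. The gene lists behind S6A Fig were not used here.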

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

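The tests in this part of the Hox genes, of the developmental transcription factor count, of the pathway genes at any fold change, of the lower count over 34 splits and of the count of changed genes outside the paper's genes were chosen only after the results were seen.

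Outside the genes that the paper names and the 5 pathway lists, 277 of the 282 changed genes and other targets remained, a signal in genes the paper did not discuss. Only 1 of the 35 splits of the 8 arrays into 4 and 4, the real one, gave as many such changed genes. That argues against chance as their source. The same held for the count of all changed genes (1 of 35) and for the 257 higher ones (1 of 35). For the 25 lower ones, only the real split gave as many of the 34 to which the dye term can be fitted (1 of 34). That argues against chance for this count as well. The remaining split is the one by dye, which can only be fitted without a dye term. It then had 109 changed genes, 105 of them in one direction, so over all 35 splits 2 reach 25, and the lower count rests on leaving out this technical division. For the 3 changed pathway genes, 1 of 35 splits gave as many, and so it was for the 85 pathway genes with an adjusted p below 0.05 at any fold change (1 of 35). Replicate numbers pair the arrays, and the 35 splits ignore this pairing. Among the 8 splits that part all 4 pairs, only the real one gave as many changed genes (1 of 8). The next highest count there was 1. With so few splits that keep to the pairing, chance cannot be excluded by counting splits alone.

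Several technical explanations were tested for the number of changed genes. The place on the slide follows the genotype. The reference RNA was the same on every array, and in its channel 18 genes differed between the rows of the slide by the same thresholds, with 2011 of 23202 at an unadjusted p below 0.05. Of the 282 changed genes, 6 also reached 2-fold in the reference channel. This argues against the place on the slide as the whole cause, though it cannot exclude it for single genes or exclude handling of the RNA that followed the genotype. Sex was not balanced in these RNAs. Y-linked RNA was high and Xist low in control replicates 2 and 3 and in none of the EED cKO arrays. With the mean log2 ratio of the 4 Y-linked genes as a covariate, 245 of the 282 remained changed, and all 282 kept their direction. With the 3 of them that carried signal, 246 remained. Of 241 changed genes with a symbol, 4 lay on a sex chromosome. Sex as the whole cause is argued against, but it stays open for the calls that were not kept. The 4 samples of a genotype may also differ in litter, which was not tested.

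Of 33 tested Hox genes, 10 were changed, 6 higher and 4 lower. Only the real split of the 35 gave as many (1 of 35). The direction followed the paralogue number, which orders the genes along each cluster. Of 12 tested genes of groups 1 to 5, 11 were lower in EED cKO, and of 13 of groups 9 to 13, all 13 were higher, with the same counts of 11 and 13 under each other normalization and set of values tried. The rank correlation of paralogue number and log2 fold change, across genes, which are not independent replicates, was 0.76 (Pearson's r 0.70; permutation p = 1e-05, the smallest these permutations can give, and 2e-05). It lay between 0.76 and 0.81 under the other normalizations. Of the 35 splits 5, the real one among them, gave a rank correlation as large, up to 0.79 in size, but this decides nothing about chance, because the other 4 put 3 arrays of one genotype together and a rank correlation ignores size. A test of the slope of the log2 fold change on the paralogue number was added only after that rank correlation result was seen. The slope was 0.25 per group number in the real split and at most 0.18 in size in the others (1 of 35). It argues against chance, with the reservation that it followed a test that had not done so. Genes near background can only rise. That could not give the falls, as 10 of the 12 genes of groups 1 to 5 were well above background on all 8 arrays and lower at an adjusted p below 0.05. It stays open for the direction of the rises, because only 2 of the 13 genes of groups 9 to 13 were well above background on all 8 arrays, and 5 were so on no control array. A more posterior level of the skin taken from EED cKO mice may give the same gradient, and 0 arrays have a recorded body level, so this cannot be told apart from an effect of the genotype.

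Of 55 tested developmental transcription factors, 9 were called higher and 46 had a positive log2 fold change, or 41 to 46 under the other normalizations, where the median was 0.15 to 0.57. Only the real split of the 35 gave as many changed one way (1 of 35). The list's median log2 fold change of 0.26 was exceeded or matched by 0 of 10000 random gene lists matched on signal, whose median was 0.03, which argues against a general shift of dim probes. The hypothesis that these genes are released when PRC2 is lost remains one, as it was found and tested on the same arrays.

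Tubb3 in control replicate 4 lay apart from the other controls, at a log2 ratio of -0.23 against 0.17 for the nearest array. It was the only such array among 130 gene and genotype combinations tested, where chance gives about 1 in 20, or 6.5. No technical or biological explanation was tested for it, and without this array the log2 fold change of Tubb3 was 0.95, below the 2-fold limit.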

How the results depend on the processing

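Quantile normalization of the log ratios and the sample channel alone were chosen after seeing the data. The other alternatives were fixed before the data were examined. A block for slide or scan date was not run because there was 1 slide and 1 scan. Aquantile normalization changes average signals and not ratios, so it moved nothing. Sox2, Atoh1, Isl1 and other genes dim in one genotype have no value where all 8 arrays must be well above background.

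The Feature Extraction log ratio and the deposited log2 table each gave 698 changed genes, 592 higher and 106 lower, with 10 pathway genes, and kept 229 of the 282 calls. They moved Atoh1 to a log2 fold change of 3.04, Isl1 to 2.95 and Sox2 to 3.26 and 3.16, past the 2-fold limit, and the Shh set to an adjusted p of 0.0881. These settings have no offset on dim spots, and the control values of Sox2 lie at background, so the size of its change there depends on how the background is set. With no background correction Atoh1 (1.18) and Isl1 (1.14) also passed the limit, and 6 pathway genes changed. Median centring gave 156 higher and 57 lower, so 73.2% of its calls were higher against 91.1%, with 179 calls kept. Quantile normalization gave 47 lower, and adjusted p-values of 0.0367 for the Wnt set and 0.0468 for the FGF set. The sample channel alone gave 5 pathway genes and 0.0470 for the Wnt set. The cause was not tested for the differences between normalizations.

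The methods' t-test with Benjamini-Hochberg adjustment gave 177 changed genes, 167 higher and 10 lower. Without a fold limit there were 5053, 2751 higher and 2302 lower (54.4% higher), with 85 pathway genes, by construction of a wider criterion.

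The Wnt, FGF and BMP lists passed in some settings. With all 8 arrays required above background the adjusted p was 0.0350 for the Wnt set and 0.0475 for the BMP set, and with every probe on its own 0.0305 for Wnt and FGF and 0.0309 for BMP. The Shh set did not pass with no filter on dim probes (0.0758), every probe on its own (0.0561), no dye term (0.0676), the estimated correlation (0.474) or fry (0.162). The Notch set did not pass with the estimated correlation (0.474) or fry (0.0892). Over all settings the adjusted p ranged from 0.0305 to 0.544 for Wnt, 0.00672 to 0.474 for Shh, 0.0305 to 0.486 for FGF, 0.0309 to 0.488 for BMP and 0.000266 to 0.474 for Notch. All 5 lists leaned downward in all settings run.

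With the replicate block there were 284 changed genes, 259 higher and 25 lower, and the Shh set was at an adjusted p of 0.0500, just above the threshold. Among the genes and sets named in the text, the block changed no other call.

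With each array left out in turn, the counts ranged from 259 to 319 changed, 222 to 291 higher, 15 (without control replicate 2) to 41 (without EED cKO replicate 2) lower and 2 to 4 pathway genes. The log2 fold change ranged from -1.54 to -1.39 for Eed, 0.83 to 0.92 for Atoh1, 0.37 to 0.46 for Sox2 and 0.80 to 0.85 for Isl1. The adjusted p ranged from 0.0610 to 0.230 for Wnt, 0.00672 to 0.105 for Shh, 0.0396 to 0.229 for FGF, 0.0601 to 0.266 for BMP and 0.000266 to 0.00264 for Notch. The Shh set did not pass without EED cKO replicates 2 or 4 or control replicates 2 or 4, and the FGF set passed without control replicate 3.

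Single genes with little change reversed sign in some settings. Under median centring Gli1 was at -0.19, Dkkl1 at -0.0059, Fzd10 at -0.21, Epcam at -0.057 and Ppib at -0.043. Quantile normalization put Krt14 at -0.014, Gli1 at -0.17, Dkkl1 at -0.0064, Fzd10 at -0.21 and Epcam at -0.00072. In the sample channel alone Krt14 was at -0.24, Smo at 0.0040, Gli1 at -0.26, Fzd10 at -1.03 and Epcam at -0.016. Under the Feature Extraction log ratio and the deposited log2 table Smo was at 0.0049 and Cdh1 at 0.24. With no background correction Cdh1 was at 0.046, and with the median over the probes of a gene Tcf7l2 was at -0.22. With an array left out the ranges were -0.087 to 0.063 for Gli1, -0.041 to 0.34 for Dkkl1, -0.028 to 0.077 for Fzd10 and -0.042 to 0.46 for Ccnd1. The cause was not tested.

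Signal over background limits what dim genes can show. Of the 282 changed genes, 5 were well above background on no control array, so that only bounds can be given for them.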

Differences from the paper's values

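The paper's values here are RT-qPCR fold changes read by eye, a different assay from the arrays. In Fig 6J the paper shows about 4.7 for Atoh1 and about 4.2 for Isl1, read by eye. The array values were 1.83-fold and 1.78-fold. Each alternative set before the data were examined that gave a value also differed by more than 1.5 times. Several of these, such as no dye term, cannot move a fold change. The values were 2.27-fold and 2.21-fold with no background correction, below the paper's, and 8.21-fold and 7.72-fold with the Feature Extraction log ratio or the deposited log2 table, above them, where 2 of the 4 control arrays of each gene were not well above background.

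For Sox2 the paper shows about 5.5 in Fig 6J, read by eye. With the normexp and loess values the array gave a bound of at least 1.31-fold, which does not exclude it. The fitted values under the Feature Extraction log ratio (9.61-fold) and the deposited log2 table (8.96-fold) are set against controls at background, so their size is not determined and they are not compared with the paper's.

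For Gli2 the paper shows about 1.4 in Fig 6A, read by eye, and the array ratio was 0.617. Every alternative set before the data were examined that gave a value differed as well, from 0.466 to 0.656. Several of these, such as no dye term or another filter, cannot move the ratio from 0.617. The paper reports no significant difference for Gli2, while its limma adjusted p here was 0.00278.

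The paper calls Atoh1, Sox2 and Isl1 derepressed. They were higher on all EED cKO arrays. With the authors' deposited values, the Feature Extraction log ratio and the log2 table, these genes also passed the 2-fold limit of its methods. How far Sox2 rose there is not determined, because its controls lie at background. With no background correction Atoh1 and Isl1 passed the limit and Sox2 did not. Under the normexp correction used here all of them fell short of it. Its offset understates fold changes of dim genes, so this shortfall does not count against the paper's call. The paper also bases that call on RT-qPCR (Fig 6J).

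The paper states that the major pathways are not affected. Its arrays were read on KEGG genes with a 2-fold limit, so the lists here and a count at any fold change are unlike its criterion. For Shh and Wnt it also used RT-qPCR, in situ hybridization and staining of β-catenin (Fig 6A-6E). Of 211 tested genes 208 stayed within 2-fold, but 85 had an adjusted p below 0.05 at any fold change, 60 of them lower in EED cKO. The Notch and Shh lists were shifted downward by limma's camera (adjusted p = 0.000724 and adjusted p = 0.0377) but not by fry (0.0892 and 0.162).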

Other observations

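The tests of immune cells, of dermal fibroblasts and of adipocytes, and the check for a mislabelled sample, were chosen only after the results were seen.

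More Merkel cells in the epidermis are one explanation for the rise of the Merkel cell genes, since the samples were whole epidermis. The other Merkel cell genes had a median log2 fold change of 0.30, between 0 and the 0.83 of Atoh1, Sox2 and Isl1 and the 0.65 of the keratins. Compression of dim genes by the background correction does not account for the smaller rise of the other Merkel cell genes. Their median log2 signal was 7.80, as was that of the keratins, and the transcription factors, which rose most, were dimmest (6.46). The paper shows ectopic clusters of Krt8(+) Merkel cells in newborn EED cKO epidermis (Fig 5A), so more cells can account for part of the rise. How much comes from more cells and how much from more expression per cell cannot be told apart here, because RNA of whole epidermis does not count the cells. With the Feature Extraction log ratio the medians were 0.62 for the other Merkel cell genes, 3.04 for the transcription factors, whose control values lie partly at background, and 0.87 for the keratins.

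For Eed the lowest control array lay 1.20 above the highest EED cKO array on the log2 scale, so the pattern of Y-linked RNA and Xist gives no sign of an exchange of samples between genotypes.

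Of 64 tested markers of the 8 other cell types, 3 were changed, all higher, namely H2-Ab1 (1.55), H2-Eb1 (1.08) and Fabp4 (1.17). In 4 of the 8 lists (immune, endothelial, erythroid and adipocyte) all tested genes moved up, so unequal carry-over of such cells cannot be told apart from a change in the epidermis. More dermal fibroblasts in EED cKO are argued against as the source of these rises, because the highest log2 fold change of their 5 brightest markers was 0.19, for Col6a1. Of these 5, Postn (-0.98, limma adjusted p = 0.00391) and Sparc (-0.47, limma adjusted p = 0.0110) were lower, while 10 of all 17 tested fibroblast markers were positive. Fewer dermal fibroblasts in EED cKO therefore stay open for genes that fell. The tested adipocyte markers had a median of 0.70, with Lpl at 0.84 (0.39 from its other probe) and Pparg at 0.56, which cannot be told apart from expression in the epidermis. The 5 brightest other immune markers had a median of 0.41, from 0.09 for Coro1a to 0.64 for Tyrobp, so more immune cells may contribute to H2-Ab1 and H2-Eb1. Fabp4 and H2-Eb1 lost their calls in 12 and 7 of 23 alternatives, and H2-Ab1 in none. Hba-a1 was at 1.21 but not past the adjusted p (0.117). Kdr (0.62) and Pecam1 (0.89) of the endothelial list were past the adjusted p at less than 2-fold.

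Among the other lists, adjusted over those tested, limma's camera put cell cycle inhibitors up (adjusted p = 0.000755), with Cdkn2b at 1.29 (1.01 from its other probe) besides Cdkn2a, and PRC2 subunits down (adjusted p = 0.000453; 10 of 11 genes negative). The PRC2 list includes Eed, the deleted gene and its only changed member, so its call is partly set by the design. The median log2 fold change of the list was -0.27, and the list was not tested without Eed. In limma's camera, terminal differentiation genes were up (adjusted p = 1.41e-06), with 8 of 44 called, led by Lce3f (3.19), Lce3e (1.76, but 0.19 under the Feature Extraction log ratio) and Sprr1a (1.56), and basal epidermis genes down (adjusted p = 0.000743). By the same limma test developmental transcription factors were up (adjusted p = 7.14e-08), and Merkel transcription factors, keratins and other Merkel cell genes up (adjusted p = 0.000508 each). Also in limma's camera, immune (adjusted p = 0.0175), endothelial (adjusted p = 0.0175) and adipocyte markers (adjusted p = 0.00542) were up. None of these held with the correlation estimated from the data, and in fry all but the immune markers did. The imprinted genes passed fry (adjusted p from limma 0.00410) and not camera. Hox genes as a set (limma camera, adjusted p = 0.820), hair shaft and inner root sheath (0.265), dermal fibroblast (0.837), skeletal muscle (0.837), erythroid (0.303), melanocyte (0.813), Schwann cell and neuron (0.946) and imprinted genes (0.524) did not pass camera, and nor did Xist (0.564). No Y-linked gene passed the filter. Mest of the imprinted list rose by 2.31 on the log2 scale, but its other probes gave 0.28 and 1.13, and the median over its probes 1.05.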
